# Retinal transcriptome of neonatal mice after optic nerve injury

**DOI:** 10.1371/journal.pone.0286344

**Published:** 2023-05-30

**Authors:** Shi-Qi Yao, Meng Wang, Jia-Jian Liang, Tsz Kin Ng, Ling-Ping Cen

## Abstract

**Background:**

The axonal growth capacity of retinal ganglion cells decreases dramatically within the first day of birth, and the axonal regeneration after injury in mature mammals is very limited. Here, this study aimed to delineate the transcriptomic changes associated with altered axonal growth capacity and to identify the key genes associated with axonal regeneration by the RNA sequencing (RNA-Seq) analysis.

**Methods:**

The whole retinas from the mice of embryonic day (E) 20, postnatal day (P) 1 and P3 were collected at 6 hours after optic nerve crush (ONC). Differentially expressed genes (DEGs) for ONC or ages were identified by the RNA-Seq analysis. *K*-means analysis was conducted for the clustering of DEGs based on expression patterns. Enrichment of functions and signaling pathways analysis were performed based on Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) database, and Gene Set Enrichment analysis (GSEA). Quantitative real time polymerase chain reaction (qRT-PCR) was used to validate the DEGs selected from the RNA-Seq analysis.

**Results:**

In total, 5,408 DEGs were identified for ages, and 2,639 DEGs in neonatal mouse retina after ONC. *K*-means analysis revealed 7 clusters in age-DEGs and 11 clusters in ONC-DEGs. The GO, KEGG and GSEA pathway analyses identified significantly enrichment of DEGs in the visual perception and phototransduction for the age effect, and the break repair, neuron projection guidance, and immune system pathway for the ONC. PPI analysis identified hub genes in the axon-related gene cluster. The expressions of *Mlc1*, *Zfp296*, *Atoh7*, *Ecel1*, *Creb5*, *Fosb*, and *Lcn2*, thought to be involved in RGC death and axonal growth were validated by qRT-PCR.

**Conclusions:**

This study, for the first time, delineated the gene expression changes following ON injury in embryonic and neonatal mice, providing a new resource of age- and injury-driven data on axonal growth capacity.

## Introduction

Axons of retinal ganglion cells (RGCs) form the optic nerve (ON), conveying the visual information from the retina to the visual cortex in the brain [1]. Optic nerve injury causes the death of ~80% of RGCs within 2 weeks in mice [2]. As the central nervous system (CNS) neurons in mature mammals, axonal regeneration in RGCs is very limited once they are injured. Traumatic, ischemic or degenerative conditions of ON injury, such as glaucoma, result in irreversible loss of vision. Failure in axonal regeneration after injury is mainly due to the poor intrinsic regenerative capacity of neurons and multiple inhibitory factors from the surrounding glial environment [1].

During the initial formation of visual projections, most of the RGCs start to differentiate between embryonic day 13 (E13) and E18, extending their axons towards their targets between E14 and postnatal day (P2) [3], and are able to regenerate the injured axons over a short distance *in vivo*, but the ability of axonal growth and regeneration rapidly lost in the early stage after birth [4]. This change in intrinsic growth capacity is accompanied by substantial changes in gene expression programs [4]. Comprehensive analysis of the transcriptome helps to understand the molecular events in the retina during development [5].

Research over the past 20 years has shown that, in some cases, mature RGCs can be transformed into an actively regenerating state, allowing these neurons to survive and regenerate the axons [6]. RNA sequencing (RNA-Seq) is able to identify the genes involved in the regeneration of axonal injury after ON crush (ONC); however, most of the studies are typically based on the adult mice [2, 7], and some key genes may undergo loss of regenerative capacity early in the development. Herein this study aimed to determine the retinal transcriptome at 6 hours after ON crush (ONC) in embryonic and neonatal mice by RNA-Seq in order to identify the changes in comprehensive gene expression after axonal injury in the early stage of development.

## Materials and methods

### Ethics statement

All animal experiments were conducted following the Statement on the Use of Animals in Ophthalmic and Vision research from Association for Research in Vision and Ophthalmology, and approved by the Animal Experimentation Ethics Committee of the Joint Shantou International Eye Center of Shantou University and the Chinese University of Hong Kong (approval no.: EC20150313(1)-P06) on March 13, 2015.

### Animals

All the pregnant C57BL/6 mice (age: 8–12 weeks; average weight: 20–27 g) were purchased from Beijing Charles River Laboratory Animal Technology Co. Ltd., China. Each pregnant mouse was housed in a separate cage and kept in standard condition with a 12-hr dark/light cycle at 21–23°C, and fed with food and water *ad libitum* until the E20 or naturally delivery.

Three age groups of the mice were chosen for the experiments: E20, P1, and P3. Mice of the same age group were born in the same litter. 3–4 mice were used for each group, and each retina sample was considered as a biological replicate for the gene expression study. After the ONC, the neonatal mice were euthanized by cervical dislocation.

### Optic nerve crush

The pregnant mice were anesthetized by a mixture of xylazine (20 mg/ml) and ketamine (100 mg/ml) based on their body weight (1.0 ml/kg), and sacrificed by cervical dislocation. Embryonic and newborn mice were placed on ice until they were anesthetized, and the operations were performed on ice. The ON was crushed at 0.5 mm behind the eyeball for 5 sec using an angled jeweler’s forceps (Dumont #5; Roboz) [8]. Damage to the ophthalmic artery beneath the ON was avoided. Effective ON injury was confirmed by the presence of a clear gap across the entire ON at the crush site. The whole process was carried out under anesthetized. After the surgery, the mice were placed on the 37°C thermostat plate (Roland Consult, Brandenburg, Germany) for 6 hours to ensure their survival.

### RNA preparation

At 6 hours after the ONC surgery, the mice were placed on ice until they were anesthetized, and the retinas were immediately dissected out from the enucleated eyeballs in phosphate buffered saline (PBS), then the mice were sacrificed by cervical dislocation. The retinas were homogenized with the TRIzol Reagent (Thermo Fisher Scientific), and total RNA was extracted from the homogenized mixture according to the instructions. Total amounts and integrity of RNA was assessed with the RNA Nano 6000 Assay Kit using the Bioanalyzer 2100 system (Agilent Technologies).

### Library preparation and sequencing

RNA sequencing experiments were performed by Novogene, Inc. (Beijing, China). Briefly, total RNA of the samples from three biological replicates first underwent mRNA purification with poly-T oligo-attached magnetic beads. Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB) following the manufacturer’s recommendations, and the index codes were added to attribute the sequences to each sample. The library fragments were purified with the AMPure XP system (Beckman Coulter) for the cDNA fragments of preferentially 370–420 bp in length. The library quality was assessed using the Agilent Bioanalyzer 2100 system. After the library was qualified, different libraries were pooled according to the effective concentration and the target amount of data off the machine, and sequenced by the Illumina NovaSeq 6000. The end reading of 150 bp pairing was generated.

### Gene expression analysis

The RNA-Seq reads were aligned to the reference genome using Hisat2 v2.0.5. Feature Counts v1.5.0-p3 was used to count the reads numbers mapped to each gene. The Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced (FPKM) of each gene was calculated based on the length of the gene and reads count mapped to this gene, which normalizes the gene expression by considering the effect of sequencing depth and gene transcript length at the same time. RNA-seq datasets of mouse retina generated in this work are available at GEO (GSE232373). Differential expression analysis was performed using the DESeq2 R package (1.20.0). The *p*-value were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate (less than 0.1). The genes with adjusted *p* < 0.1 and fold change (FC) > 1.5 (detected by DESeq2) were considered as the differentially expressed genes (DEGs).

### *K*‐means and enrichment analyses

*K*‐means clustering of unions of the DEGs was performed using the ggplot2 and pheatmap R package (3.0.3) [9]. Based on the fuzzy *K*‐means algorithm, 6‐20 *K*‐means clusters were divided and an optimal one was selected for DEGs. Enrichment analysis was conducted on every cluster of genes. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses of DEGs were conducted using the Cluster Profiler R package (3.8.1). The GO functional enrichment analysis including the biological process (BP), cellular component (CC), and molecular function (MF). *P* < 0.05 were considered as significantly enriched by the DEGs.

### PPI and GSEA analyses of differentially expressed genes

The DEGs were integrated with mouse protein-protein interaction (PPI) networks using STRING. For the species that exist in the database, we build a network by extracting the list of target genes from the database. Otherwise, the Diamond software (0.9.14) was used to compare the target gene sequence with the selected reference protein sequence, and then the network was established according to the known interaction of the selected reference species.

Gene Set Enrichment analysis (GSEA) is a statistical method that use a predefined gene set to sort genes according to the degree of differential expression in a sample, and then test whether the predefined gene set is enriched at the top or bottom of this sorted table [10]. GSEA and ClusterProfiler [4.4.4] were used to analyze the path and define each functional cluster, and false detection rate (FDR) < 0.25 and *P* < 0.05 was considered as significant enrichment.

### Quantitative RT-PCR

Total RNA was isolated and treated with RNase-free Dnase I (Qiagen) according to the manufacturer’s protocol. Total RNA (1μg) was reverse-transcribed into cDNA using SuperScript III reverse transcriptase (Invitrogen). Gene expressions were determined by SYBR green PCR (Roche) in the LightCycle 480 II real-time PCR apparatus (Roche) with specific primers (S1 Table) according to the manufacturer’s protocol. Automated threshold cycles (Ct) were caculated and normalized to that of the *Actb* as reference gene. The data was presented as the 2^-ΔΔCt^ values.

### Statistical analysis

The means of the data from mice ± SD were calculated. One-way ANOVA with post hoc Bonferroni test (for multiple testing correction) was used to compare the means among different treatment groups. All statistical analyses were performed using commercially available software (IBM SPSS Statistics 21; SPSS Inc). Significance was defined as *P* < 0.05.

## Results

### Expression analysis

Three samples were used in each group, and each sample contained only one retina. 

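Polyadenylated RNA of single retinas from C57BL/6 mice was sequenced at E20, P1 and P3, either 6 hours after ONC (the ONC groups) or without crush (the NTC groups). The E20_NTC, E20_ONC and P1_ONC groups held 3 libraries each and the P1_NTC, P3_NTC and P3_ONC groups 4 each, 21 in all, and each library was taken as 1 replicate. The authors aligned the reads to mm10 with HISAT2 2.0.5, counted the fragments of each gene with featureCounts 1.5.0-p3, and divided the counts by gene length and by the library's total of assigned fragments to give FPKM. The deposited counts and FPKM cover 46 genes, all of them genes that Tables 1 to 3 name for their change in these libraries. They took between 0.0794% and 0.461% of the assigned fragments of a library. Counts, FPKM and gene lengths together give back each library's total of assigned fragments, and this total was used as library size. It ran from 15056378 to 19333818 with a median of 16161492 in E20_NTC, and from 14433863 to 15265628 with a median of 14924191 in E20_ONC. It ran from 15699321 to 19064906 with a median of 17121436 in P1_NTC, and from 15915794 to 17771487 with a median of 17477291 in P1_ONC. For the oldest retinas it ran from 14221911 to 17756577 with a median of 16480505.5 in P3_NTC, and from 14582301 to 17341849 with a median of 15769507.5 in P3_ONC. Table S3 gives, as the paper's values, 41459546 to 54707034 clean reads per library, which were used only as another choice of library size. Each comparison was fitted on its own groups with edgeR's quasi-likelihood F test, which is two-sided, after leaving out genes with under 10 counts summed over the compared libraries. A gene was called at the paper's thresholds, an adjusted p under 0.1 and a fold change above 1.5. The p-values were adjusted over the genes tested, not over a whole transcriptome, so the adjusted p of a gene cannot be set beside that of a test of all genes. The study chose these genes for their change in the same libraries, so a call here is not independent evidence of that change. Mice of 1 age came from 1 litter, so age and litter cannot be told apart. In Table S3 the P1 libraries carry another library number series than those of E20 and P3, so that a difference between P1 and another age cannot be told apart from a library batch either. The comparisons of ONC with NTC lie within 1 age and 1 such series. At E20 they are not separated from the likely sex of the mice, read from the Y-linked Kdm5d. E20_NTC replicates 1 and 2 held 1135 and 799 Kdm5d fragments, and E20_NTC replicate 3 and every E20_ONC library 0. The detection of Kdm5d, used below as a covariate, stands for likely sex. For ONC at E20 this covariate leaves E20_NTC replicate 3 as the only control compared with E20_ONC. A call lost with it there may come from the loss of the other controls and does not show an effect of sex. The paper describes no operation without crush, so the crush cannot be told apart from the cooling and surgery that went with it.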

Sample total reads ranged from 41.4 to 54.7 million, and mapping rate ranged from 86.2% to 92.9%. The boxplot result showed that the overall distribution of the FPKM values were similar in each sample, suggesting that the RNA-seq data were reproducible (Fig 1A). The two-dimensional Principal component analysis (PCA) showed that the ONC samples were separated from the samples without ONC at each time points (E20/P1/P3), and different age groups also separated from each other (Fig 1B). The PCA of different age groups revealed the transcriptome differences caused by the developmental differences. Largest difference was found in the expression patterns between the P3 and E20 (Fig 1C and 1D), suggesting that the most dramatic gene changes happened.

**Fig 1:**
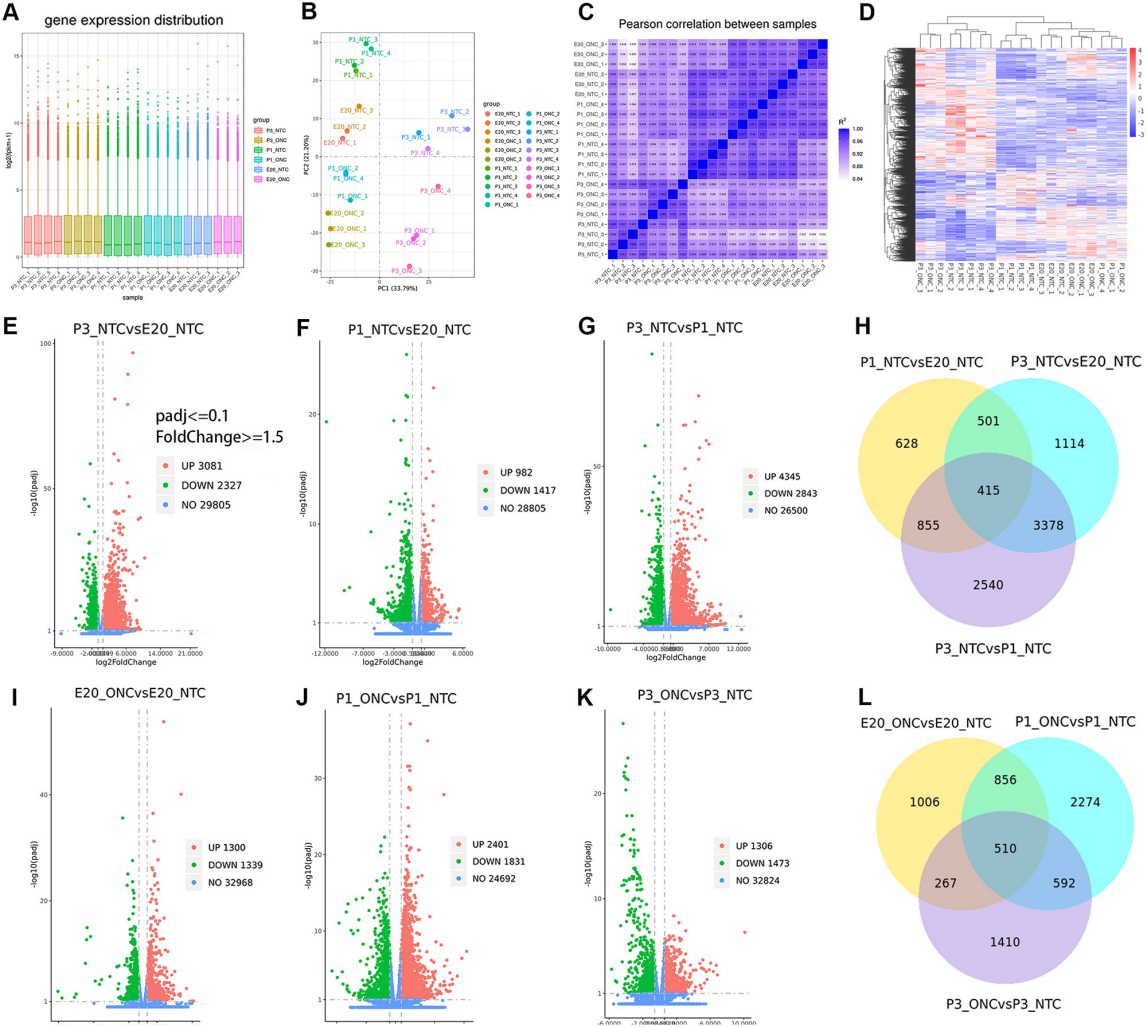
Quantitative analysis of retinal gene expression. **(A)** Boxplot shows the overall range and distribution of FPKM value of gene expression of all the samples. **(B)** PCA analysis shows the differentiation among all the samples. **(C)** Pearson correlation between all the samples. The more correlation coefficient closer to 1, the more similar the expression pattern between the samples. **(D)** Cluster analysis of genes among samples. The color of the heat map indicated the relative gene expression. **Differentially expressed genes analysis. (E-G, I-K)** The volcano map shows the differentially expressed genes in different comparison groups. **(H)** The Venn diagram showing the common regulated DEGs during the develop of E20-P1-P3. **(L)** The Venn diagram showing the overlapping regulated DEGs after ONC.

### Differentially expressed genes analysis

The triplicated samples from the P3_NTC and E20_NTC groups were assayed for DEGs to identify the candidate genes regulated by ages that 3,081 upregulated and 2,327 downregulated genes were identified (Fig 1E), indicating the great alterations in gene expression during retina development from E20 to P3. 

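Between the last embryonic day and the end of the neonatal days studied, control retinas gained transcripts of photoreceptors, and most genes listed for the embryonic retina became less abundant. The genes that cells switch on at once after a stimulus were also more abundant in the older retinas. From E20 to P3 the control retinas rose in all 6 photoreceptor genes of a list drawn from the paper's tables, whose values had been seen (6 when adjusted over the list alone). Among them, Nrl, the transcription factor of the rod fate, rose by a log2 fold change of 4.21 (standard error 0.57, adjusted p = 9.47e-05), with 4 of 4 P3 libraries above the E20 mean. Of 10 genes of the embryonic retina, 8 fell and none rose (8 and none when adjusted over the list alone). Foxn4, a factor of retinal progenitors, had a log2 fold change of −2.75 (standard error 0.40, adjusted p = 0.000151) and was lower in 4 of 4 P3 libraries. The remaining members did not pass the test: Sall3, a zinc finger factor, at −0.04 (standard error 0.53) and Sox1, a SoxB1 factor, at −0.23 (standard error 0.63), the former turning to 0.10 with TMM factors. The immediate early genes Fos, Fosb and Egr1, which cells switch on within minutes of a stimulus, all rose (3 of 3, and 3 when adjusted over the list alone), Fos by 2.67 (standard error 0.60, adjusted p = 0.0023) and Egr1, a zinc finger factor, by 2.58 (standard error 0.53, adjusted p = 0.00119). Of 3 genes of injury and inflammation, Gstp2 and Lcn2 rose (2 when adjusted over the list alone). Genes that are abundant outside the neural retina rose beside these groups: 2 of 2 of the pigment epithelium and 1 of 1 of the lens. Of the 2 genes listed for the optic nerve head, Mlc1 rose and Pax2 was at 0.26 (standard error 0.71). The paper, however, places Mlc1 mainly in the ganglion cell layer. The Y-linked Kdm5d and the pair Zfp97 and Zfp960 did not pass the test, though Zfp97 is called with DESeq2, TMM factors or 1 fit of all 6 groups and without P3_NTC replicate 1, and Zfp960 with that 1 fit. The study picked the members of every list from these libraries, so the lists are not independent evidence of a direction. In all, 46 genes were tested with edgeR, of which 19 were higher and 15 lower at P3, 33 had an unadjusted p under 0.05, and DESeq2 called 35. Adjusted as if 35000 genes had been tested, 9 are called higher and 5 lower. The rise of Gstp2, a glutathione S-transferase counted on 1 fragment at E20 and 12 at P3, is not called without E20_NTC replicate 1 (2.31) or with a filter of 10 counts, 1 fit of all 6 groups or limma on log2(FPKM + 1). Those of Lcn2 and Fosb are not called with a filter of 10 counts or limma on log2(FPKM + 1).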

In order to narrow down the most promising candidate DEGs, we compared the DEGs identified in E20 to P3 with P1. The results suggested that 2,399 genes (982 upregulated and 1417 downregulated) were found in P1 as compared to E20 (Fig 1F), while 7,188 genes (4345 upregulated and 2843 downregulated) were found in P3 as compared to P1 (Fig 1G). 

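Photoreceptor genes rose, and most genes listed for the embryonic retina fell, both before and after P1. Each step was compared with the controls of the age before it. All 6 photoreceptor genes rose in each of the steps from E20 to P1 and from P1 to P3, with median log2 fold changes of 2.52 and 5.15 (6 and 6 when adjusted over the list alone). Cnga1, the alpha subunit of the rod cyclic nucleotide gated channel, rose by 3.12 (standard error 0.74, adjusted p = 0.0122) and then by 7.03 (standard error 0.61, adjusted p = 1.63e-05). Of 10 genes of the embryonic retina, 7 fell and 1, Sall3, rose from E20 to P1, and 9 fell and none rose from P1 to P3, with the same counts when adjusted over the list alone. Fgf3, a fibroblast growth factor, fell in both steps, by −0.76 (standard error 0.26, adjusted p = 0.0349) and by −4.22 (standard error 0.49, adjusted p = 8.85e-05). From E20 to P1, 2 of the 3 immediate early genes rose (3 when adjusted over the list alone), and from P1 to P3 all 3 rose (3 alone). Neither of the 2 genes of injury and inflammation with enough counts passed the test from E20 to P1, and from P1 to P3 1 of 3, Lcn2, rose (none and 1 when adjusted over the list alone). The 2 pigment epithelium genes and the lens gene rose in each step, as did Mlc1 of the 2 optic nerve head genes, while the Y-linked gene Kdm5d and the zinc finger pair Zfp97 and Zfp960 passed the test in neither step. Some of these are called in the first step by alternatives: Fosb with clean reads as library size, TMM factors or median ratios, Zfp97 with TMM factors, and Pax2 with the replicate block. Gstp2 and Nfkb2 are called there with 1 fit of all 6 groups, the replicate block or the detection of Kdm5d as a covariate, and with the last in the second step too. In the first step both are also called when genes of other tissues are left out, Gstp2 with median ratios, and Nfkb2 with clean reads or limma on log2(FPKM + 0.1). With 1 fit of all 6 groups Nfkb2 is called in the second step as well. Limma calls Kdm5d in the second step. Sall3 and Lcn2 are named here because the counts are small, a choice made after their values were seen, and the lists, picked by the study from these libraries, are not independent evidence. In edgeR 17 of 45 genes were higher and 16 lower at P1 than at E20 (33 at an unadjusted p under 0.05, 32 calls by DESeq2), and 21 of 46 were higher and 16 lower at P3 than at P1 (37 and 37). The fall of Fgf3 to P1 drops below the fold threshold of 1.5 without E20_NTC replicate 3 (−0.50), and with TMM factors it and 5 other falls are not called, which leaves 10 genes lower at P1. The first step of Cnga1 is not called with a filter of 10 counts or limma on log2(FPKM + 1), that of Sall3 not with an adjusted p under 0.05 or the error rate as a covariate. The second step of Lcn2 is not called with a filter of 10 counts or limma on log2(FPKM + 1), nor that of Mlc1 with median ratios, limma on log2(FPKM + 0.1), limma on log2(FPKM + 1), the detection of Kdm5d as a covariate or the error rate as a covariate. That of Fosb is lost with a filter of 10 counts, limma on log2(FPKM + 0.1) or limma on log2(FPKM + 1). Adjusted as if 35000 genes had been tested, no gene is called at P1 against E20, while 5 are called higher and 1 lower at P3 against P1; limma on log2(FPKM + 1) calls 7 higher at P1 against E20 and 13 higher at P3 against P1.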

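Of the 25 genes that Table 1 and the age part of Table 3 name and that were tested, 13 rose and 12 fell in each of the 3 comparisons of E20_NTC, P1_NTC and P3_NTC, so that 25 of 25 were called in all 3. The rising genes include those of photoreceptors, such as the channel gene Cnga1, and the falling genes those of retinal progenitors, such as Foxn4 and Fgf15. Since each comparison alone called all 25, chance overlap of independent lists would also give 25, and the count says nothing beyond the 3 lists. The 3 comparisons share their control libraries, but in 100 simulations of unchanged genes with the same libraries no gene was called in all 3, a contrast that the choice of genes for their change with age makes likely beforehand. Leaving out single libraries gave counts from 23 to 25 with edgeR. With limma on log2(FPKM + 1) 14 genes are called in all 3 comparisons, and none when the p-values are adjusted as if 35000 genes had been tested.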

Only 415 genes were commonly regulated (Fig 1H) from the transition of E20-P1-P3(ages-DEGs). The 10 most upregulated and downregulated genes are listed in Table 1.

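Genes of photoreceptors lead the increase from E20 to P3 in the control retinas. Cnga1 (ENSMUSG00000067220, chromosome 5, 72603696 to 72644275 of mm10) had a log2 fold change of 10.14 (standard error 0.97, adjusted p = 1.66e-05). It rested on 3 fragments over the 3 E20 libraries against 4910 over the 4 P3 libraries, a ratio of 1274 (95% interval 436 to 6180.1) that covers counting error only. Impg1, a proteoglycan of the matrix around photoreceptors (chromosome 9, 80313330 to 80465481), rose by 8.50 (standard error 0.76, adjusted p = 1.62e-05). Gngt1, the gamma subunit of rod transducin, and Guca1a, an activator of photoreceptor guanylate cyclase, rose by 6.94 and 6.74 (standard errors 0.82 and 0.68). Pax7, a paired box factor, rose by 8.83 (standard error 0.80, adjusted p = 1.62e-05). Genes that are abundant in neighbouring tissue rose as far: Cryaa of the lens by 8.14 (standard error 1.61, adjusted p = 0.00101), and Ttr and Slco1a4 of the pigment epithelium by 7.49 and 8.13 (standard errors 0.93 and 1.05). Cryaa and Slco1a4 had 1 and 2 fragments at E20, which gives counting ratios of 409 (95% interval 73 to 16172) and 334 (95% interval 92.1 to 2759). On the falling side, the growth factor gene Fgf15 of retinal progenitors changed by −4.30 (standard error 0.58, adjusted p = 9.47e-05), Fgf3 by −4.99 (standard error 0.58, adjusted p = 5.68e-05), and Aldh1a3, which makes retinoic acid, by −4.63 (standard error 0.68, adjusted p = 0.000151). Sox14, a SoxB2 factor, fell by 5.44 on the log2 scale, from 84 to 2 fragments, a ratio of 54 (95% interval 14.5 to 453). The noncoding genes Dio3os and Gm39119, the Iroquois factor Irx2 and the asparaginase gene Aspg fell by 4.06, 4.03, 2.94 and 2.84 on the log2 scale. In every one of these genes all 4 P3 libraries lay on the side of the E20 mean that the fold change gives. Fgf15 shares 24.9% of its exon bases with an antisense gene, so its counts depend on how strands were counted, which the text of the paper does not state; 1 gene of Table 1 is not analysed here. 

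**Figure D1:**
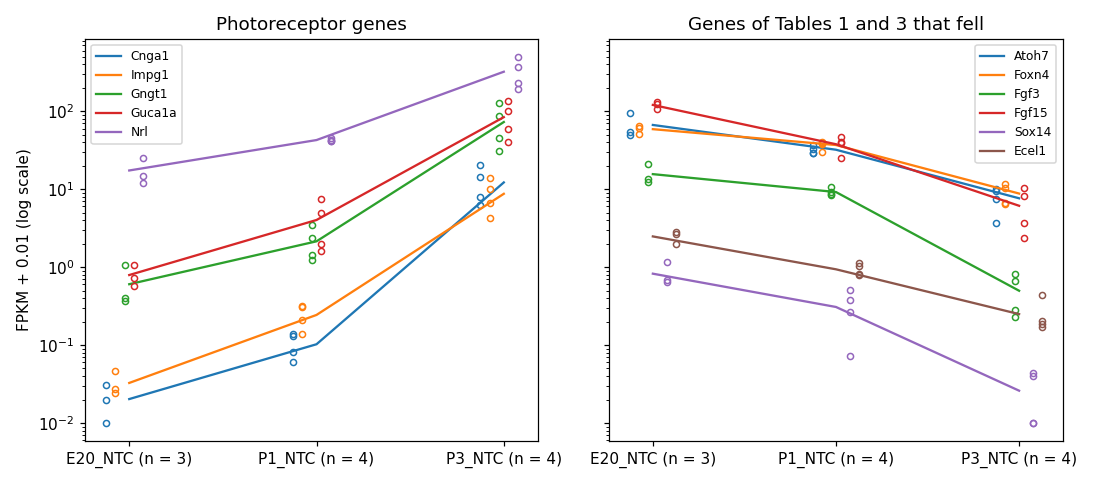
FPKM + 0.01 (log axis) of 5 photoreceptor genes (left) and 6 genes that fell (right) in the control retinas at E20 (n = 3), P1 (n = 4) and P3 (n = 4). Circles are single libraries and lines join the group means of each gene; the photoreceptor genes climb at each step and the others go down.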

**Table 1:** Top 10 up- and downregulated genes.

Gene_Name	Description	TF_family	Log_2_ FC	*P*-adj
**Up-regulated (P3_NTC vs E20_NTC)**				
*Cnga1*	cyclic nucleotide gated channel alpha 1	-	10.31	8.03E-27
*Rs1*	retinoschisis (X-linked, juvenile) 1 (human)	-	9.35	1.00E-40
*Pax7*	paired box 7	PAX	8.87	3.68E-40
*Impg1*	interphotoreceptor matrix proteoglycan 1	-	8.61	7.06E-24
*Cryaa*	crystallin, alpha A	-	8.48	2.85E-05
*Slco1a4*	solute carrier organic anion transporter family, member 1a4	-	8.38	3.17E-12
*Rho*	rhodopsin	-	7.56	1.57E-97
*Ttr*	transthyretin	-	7.48	2.51E-21
*Gngt1*	guanine nucleotide binding protein (G protein), gamma transducing activity polypeptide 1	-	6.92	1.09E-22
*Guca1a*	guanylate cyclase activator 1a (retina)	-	6.74	5.73E-48
**Down-regulated (P3_NTC vs E20_NTC)**				
*Sox14*	SRY (sex determining region Y)-box 14	HMG	-5.77	4.91E-06
*Fgf3*	fibroblast growth factor 3		-5.00	5.12E-35
*Aldh1a3*	aldehyde dehydrogenase family 1, subfamily A3		-4.64	3.07E-10
*Fgf15*	fibroblast growth factor 15	-	-4.31	8.92E-23
*Dio3os*	deiodinase, iodothyronine type III, opposite strand	-	-4.07	6.35E-27
*Gm39119*	predicted gene, 39119	-	-4.06	7.06E-19
*Ecel1*	endothelin converting enzyme-like 1	-	-3.37	8.63E-18
*Atoh7*	atonal bHLH transcription factor 7	bHLH	-3.13	2.06E-17
*Irx2*	Iroquois homeobox 2	Homeobox	-2.95	1.14E-13
*Aspg*	asparaginase		-2.88	8.20E-08

To evaluate the extract candidate genes associated with axonal regeneration, we compared the ONC and NTC groups in E20 and P3. 1,300 upregulated and 1,339 downregulated genes were identified in the comparison between E20_ONC and E20_NTC, and 1,306 upregulated and 1473 downregulated genes were identified in the comparison between P3_ONC and P3_NTC (Fig 1I and 1K). 

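In embryonic retinas, genes listed for the immediate early response and for injury and inflammation were higher after crush of the optic nerve. Mlc1 and Pax2, listed here for the optic nerve head, were lower, though the paper places Mlc1 mainly in the ganglion cell layer. In the oldest retinas few genes of the table passed the test, among them a pair that is abundant in the pigment epithelium. The paper named its genes for ONC after removing those that also changed at P3, so few calls at P3 were fixed by that choice. Over all genes the paper counts about as many changes after ONC at P3 as at E20, so the few calls do not show a weaker response. At E20, 6 hours after ONC, Fos and Fosb of the 3 immediate early genes were higher than in uncrushed retinas (2 when adjusted over the list alone), Fos by a log2 fold change of 3.19 (standard error 0.50, adjusted p = 0.00338) in 3 of 3 libraries, while Egr1 was at 0.75 (standard error 0.42) and is called without E20_ONC replicate 2. All 3 genes listed for injury and inflammation, Gstp2, Lcn2 and Nfkb2, rose (3 when adjusted over the list alone). Gstp2, a glutathione S-transferase, went from 1 to 37 fragments. For Lcn2, 52 of the 59 fragments lay in E20_ONC replicate 3, and the call is lost without that library or any E20_NTC library. Of 10 genes of the embryonic retina, Fgf15, at 1.06 (standard error 0.26, adjusted p = 0.0163), and Atoh7 rose and Irx1, Irx2 and Sall3 fell (1 and 3 when adjusted over the list alone). Of the 4 photoreceptor genes tested, 1, Nrl, fell, by 0.87 on the log2 scale (standard error 0.35, none when adjusted over the list alone), a call that is lost without E20_NTC replicate 2 (−0.97), E20_NTC replicate 3 (−0.49), E20_ONC replicate 2 (−0.79) or E20_ONC replicate 3 (−0.82) or with an adjusted p under 0.05 or the replicate block. Both optic nerve head genes, Mlc1 and Pax2, both members of the pair Zfp97 and Zfp960, and the Y-linked Kdm5d were lower, and the lens gene Cryaa was higher at 3.07 (standard error 1.02, adjusted p = 0.0425), on 1 and 10 fragments, not called without E20_NTC replicate 1 (2.54) or with a filter of 10 counts, 1 fit of all 6 groups, limma on log2(FPKM + 1), the detection of Kdm5d as a covariate or the error rate as a covariate. The call of Fosb is lost with a filter of 10 counts, limma on log2(FPKM + 1) or the detection of Kdm5d as a covariate, and that of Gstp2 with a filter of 10 counts. Lcn2 is not called with a filter of 10 counts, limma on log2(FPKM + 0.1), limma on log2(FPKM + 1), the detection of Kdm5d as a covariate or the error rate as a covariate. Atoh7 loses its call with clean reads as library size, TMM factors, an adjusted p under 0.05, the replicate block, the detection of Kdm5d as a covariate or the error rate as a covariate. For Irx2 it is lost with 1 fit of all 6 groups or the replicate block, for Mlc1 with limma on log2(FPKM + 1) and for Pax2 with the detection of Kdm5d as a covariate. At P3, Gm39119, an antisense transcript beside Fgf15, was higher after ONC by 1.98 (standard error 0.51, adjusted p = 0.0425), and the pigment epithelium genes Ttr, at −4.46 (standard error 0.60, adjusted p = 0.000698), and Slco1a4, at −4.42 (standard error 0.66, adjusted p = 0.000916), were lower, each in 4 of 4 libraries. None of the immediate early, photoreceptor, embryonic retina, injury, lens, optic nerve head, Y-linked or zinc finger pair genes was called at P3 by edgeR fitted to the P3 groups over all genes tested. Adjusted over each list alone, 1 immediate early gene, 2 injury genes and the lens gene are higher and 2 photoreceptor genes lower. With 1 fit of all 6 groups, Gngt1, Guca1a and Nrl are called lower at P3, and Aldh1a3, Fgf15, Foxn4, Fos, Nfkb2 and Cryaa higher. Gngt1 is also called with DESeq2 and median ratios, and Fos with DESeq2. The members of the lists come from the study's own tables and are not independent evidence. With edgeR 17 of 43 genes were higher and 13 lower at E20 (27 at an unadjusted p under 0.05, 29 calls by DESeq2), and 1 of 45 was higher and 2 lower at P3 (10 and 5). Of the pigment epithelium genes 1 had enough counts at E20, Ttr, and did not pass the test except with the replicate block. The 3 E20_ONC libraries had a lower share of clean read pairs assigned to genes (64.5% to 65.0%) than the 3 E20_NTC libraries (67.0% to 80.5%). By chance 3 libraries against 3 are fully apart, in either direction, in 10% of cases, and ONC and the quality of the libraries are not separated there. The E20 count of higher genes is 11 without E20_ONC replicate 3, 10 with a filter of 10 counts, and 9 with the detection of Kdm5d as a covariate. The P3 counts are 6 higher and 5 lower without P3_ONC replicate 4, 4 lower without P3_NTC replicate 1, 2 higher without P3_NTC replicate 4 or P3_ONC replicate 1, none higher (Gm39119) without P3_NTC replicate 2 (1.73), P3_NTC replicate 3 (1.79), P3_ONC replicate 2 (1.92) or P3_ONC replicate 3 (1.92), and 11 higher and 5 lower when all 6 groups share 1 fit. No gene is called at either age when adjusted as if 35000 genes had been tested, all genes outside the table being counted as unchanged. That says nothing against the paper's own adjusted p-values for ONC at E20, which are below 0.1 for the genes of Tables 2 and 3.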

Because the axons cannot generate at P3 [4], we removed the part of the E20 differential gene that overlapped with P3, resulting in 1,862 regulated genes as ONC-DEGs. 

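The genes that the paper names for embryonic retinas include an acute phase protein, an AP-1 factor, zinc finger genes and a membrane protein of glia. They changed after ONC at E20 and did not pass the test at P3. All 15 genes that Tables 2 and 3 name for E20 were called after ONC at E20, 7 higher and 8 lower, and none of them at P3 with edgeR, so that 15 of 15 meet the paper's criterion. The paper chose the 15 in these same libraries for a change at E20 and for none at P3, so this count restates the choice, and an interaction tested on them leans toward a difference. Within that limit, the interaction of ONC with age between E20 and P3 was called for 9 of the 15. Of these 9 calls 7 are left with clean reads as library size, 6 with TMM factors or with limma on log2(FPKM + 0.1), and 4, though not the same 4, with the replicate block, with limma on log2(FPKM + 1), at an adjusted p under 0.05, and with the detection of Kdm5d or the error rate as a covariate; with median ratios only that of Kdm5d is left, and none when adjusted as if 35000 genes had been tested. The zinc finger genes Zfp97 and Zfp960, near each other on chromosome 17, fell further at E20, by a difference in log2 fold change of −1.77 (standard error 0.46, adjusted p = 0.0328) and −1.58 (standard error 0.45, adjusted p = 0.0328). Spdef, an ets factor, differed by −1.85 (standard error 0.53, adjusted p = 0.0328) and Irx1, an Iroquois factor, by −1.81 (standard error 0.69, adjusted p = 0.0932). Mlc1, Hnf4g and Kdm5d were also lower at E20 relative to P3, and the homeobox genes Gm4981 and AW822073 higher. Kdm5d is Y-linked and was either present or nearly absent in a library, so its call may reflect the sex of the mice. For the other 6 edgeR did not call the interaction: Fosb differed by 1.12 (standard error 1.48), Pax2 by −1.33 (standard error 0.90), Nfkb2 by 0.60 (standard error 0.51), Etv4 by 0.80 (standard error 0.47), Gstp2 by 3.26 (standard error 1.51) and Lcn2 by 5.36 (standard error 2.40). Lcn2 is called with DESeq2, with 1 fit of all 6 groups and with the replicate block, and 2 of the 3 injury genes are higher at E20 when adjusted over their list alone. Over all 46 genes the interaction was called for 13, 5 higher and 8 lower at E20. This count is 1 without E20_ONC replicate 2, 7 without E20_NTC replicate 1, and 8 without E20_ONC replicate 3, P3_NTC replicate 3, P3_ONC replicate 2 or P3_ONC replicate 3. The count of 15 is 9 with limma on log2(FPKM + 1) or with the detection of Kdm5d as a covariate, and none when adjusted as if 35000 genes had been tested. The paper reasons that axons cannot grow at P3, removes the genes that also changed there, and takes the rest as genes of the response to ONC from which it draws its candidates for axonal regeneration. 

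**Figure D2:**
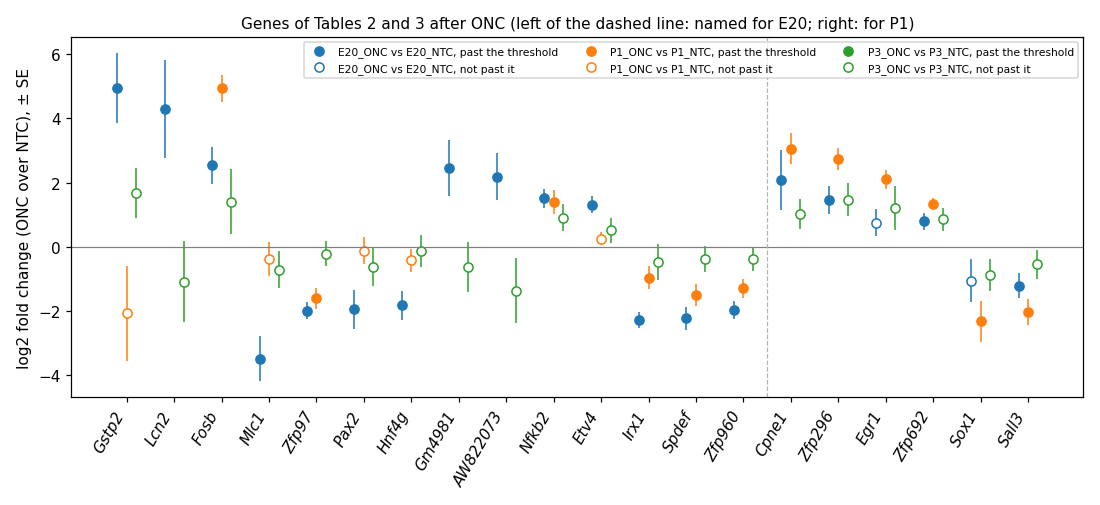
log2 fold change of ONC over NTC (vertical axis, with standard error) at E20, P1 and P3 for the genes of Table 2 and the ONC part of Table 3 except Kdm5d, named for E20 to the left of the dashed line and for P1 to the right. Filled points passed the thresholds of edgeR and open points did not; no point of P3 is filled, and n is 3 libraries for E20_NTC, E20_ONC and P1_ONC and 4 for the other groups.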

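In newborn retinas the immediate early genes were higher after ONC and several factors of the embryonic retina lower. Genes of the pigment epithelium were lower as well. At P1 all 3 immediate early genes rose after ONC (3 when adjusted over the list alone), Fos by a log2 fold change of 3.29 (standard error 0.31, adjusted p = 0.00025) in 3 of 3 libraries. Of 10 genes of the embryonic retina, Fgf3, at −1.32 (standard error 0.23, adjusted p = 0.00314), Irx1, Sall3 and Sox1 fell and none rose (4 and none when adjusted over the list alone). Both pigment epithelium genes were lower (2 of 2, and 2 alone), Ttr by −3.07 (standard error 0.81, adjusted p = 0.0194) and Slco1a4 by −4.18 (standard error 1.48, adjusted p = 0.0509), the latter not called without P1_NTC replicate 3 (−3.10), P1_ONC replicate 1 (−4.06) or P1_ONC replicate 4 (−3.62) or with a filter of 10 counts, an adjusted p under 0.05, limma on log2(FPKM + 0.1), limma on log2(FPKM + 1) or the replicate block. The lens gene Cryaa was higher by 4.56 (standard error 1.14, adjusted p = 0.016), not called with the replicate block. The photoreceptor gene Impg1 was higher by 1.28 (standard error 0.35, adjusted p = 0.0198), not called with limma on log2(FPKM + 1). Nrl was lower by −0.63 (standard error 0.19, adjusted p = 0.0267), a call lost without P1_ONC replicate 2 (−0.55) or with DESeq2, clean reads as library size, 1 fit of all 6 groups or the replicate block. Nfkb2, a subunit of NF-kappa B and 1 of the 2 injury genes tested, rose by 1.40 (standard error 0.38, adjusted p = 0.0198), a call lost with limma on log2(FPKM + 1), as are those of Sox1 and Zfp960. The pair Zfp97 and Zfp960 fell (2 of 2), while the optic nerve head genes Mlc1 and Pax2 and the Y-linked Kdm5d did not pass the test, Mlc1 being called without P1_ONC replicate 4. Irx1, Sall3, Sox1 and the other members come from the study's own tables, so the lists are not independent evidence. The 6 genes that Table 2 names for P1, Cpne1, Zfp296, Egr1, Zfp692, Sox1 and Sall3, were called at P1, 4 higher and 2 lower, and none at P3, so that 6 of 6 meet the paper's criterion, which restates how the paper chose them in these libraries. The interaction of ONC with age between P1 and P3 was nevertheless called for no gene by edgeR (12 at an unadjusted p under 0.05, 6 calls by DESeq2), so edgeR shows a difference between these ages for none of the 6. That count of 0 becomes 9 without P3_ONC replicate 3, 5 without P3_NTC replicate 1, 1 without P1_ONC replicate 4, P3_NTC replicate 3 or P3_NTC replicate 4, 7 when all 6 groups share 1 fit, 1 with limma on log2(FPKM + 1) or the error rate as a covariate, and 7, Cpne1 of the 6 among them, without genes of other tissues, an alternative added after the results were seen. In all, 10 of 43 genes were higher and 12 lower at P1 (22 at an unadjusted p under 0.05, 20 calls by DESeq2), against 5 and 6 with limma on log2(FPKM + 1) and none when adjusted as if 35000 genes had been tested; the call of Irx1 at −0.96 is lost without P1_NTC replicate 3 (−0.89), P1_NTC replicate 4 (−0.91), P1_ONC replicate 1 (−0.65) or P1_ONC replicate 2 (−0.96) or with DESeq2, an adjusted p under 0.05, limma on log2(FPKM + 1) or the replicate block.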

In the same way, we removed the part of the P1 DEGs that overlapped with P3, resulting in 3,130 DEGs (Fig 1L). Among all of these DEGs, we selected 13 genes candidates based on their description and expression layer in the retina. The role of genes other than *FosB*, *Pax2*, and *Egr1* in axonal injury has not been described in detail. 

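The genes of Table 2 that rose include a glutathione S-transferase, zinc finger factors and an immediate early factor. Those that fell include Pax2 of the optic stalk and Sox1 of neural progenitors. After ONC at E20, Gstp2, a glutathione S-transferase, was higher than in uncrushed retinas by a log2 fold change of 4.93 (standard error 1.09, adjusted p = 0.0124), from 1 to 37 fragments, a counting ratio of 41.9 (95% interval 7.07 to 1699.7). The KRAB zinc finger gene Zfp97 (chromosome 17, 17121415 to 17146831 of mm10) fell by −1.98 (standard error 0.25, adjusted p = 0.00226), the nuclear receptor gene Hnf4g by −1.82 (standard error 0.45, adjusted p = 0.0168), and Pax2, a factor of the optic stalk and of optic nerve head astrocytes (chromosome 19, 44756045 to 44837871), by −1.95 (standard error 0.62, adjusted p = 0.0424). At P1, Zfp296, a zinc finger gene of reprogramming (chromosome 7, 19577287 to 19580656), rose by 2.74 (standard error 0.34, adjusted p = 0.000937), the immediate early gene Egr1 (chromosome 18, 34859823 to 34864984) by 2.10 (standard error 0.30, adjusted p = 0.00137) and the zinc finger gene Zfp692 (chromosome 11, 58307069 to 58314627) by 1.35 (standard error 0.18, adjusted p = 0.00102). Cpne1, a copine that binds membranes in the presence of calcium, rose by 3.05 (standard error 0.48, adjusted p = 0.00201). Sox1, a SoxB1 factor of neural progenitors, fell by −2.32 (standard error 0.64, adjusted p = 0.0198) and Sall3, a zinc finger factor of the embryonic retina, by −2.03 (standard error 0.41, adjusted p = 0.00681). In each of these genes all 3 ONC libraries lay on the side of the mean of the controls that the fold change gives. At P3 the same genes had log2 fold changes of 1.67 (Gstp2), −0.21 (Zfp97), −0.12 (Hnf4g), −0.62 (Pax2), 1.46 (Zfp296), 1.22 (Egr1), 0.86 (Zfp692), 1.01 (Cpne1), −0.87 (Sox1) and −0.55 (Sall3), with standard errors from 0.36 to 0.78, and none passed the test of edgeR over all genes tested. Zfp296 and Zfp692 are called at P3 when all 6 groups share 1 fit and without P3_ONC replicate 4 (1.75 and 1.00); the fall of Pax2 at E20 is not called without E20_NTC replicate 2 (−1.45) or with the detection of Kdm5d as a covariate (−0.80). The E20 call of Gstp2 is lost with a filter of 10 counts and that of Hnf4g with limma on log2(FPKM + 1). At P1 the calls of Cpne1 and Sox1 are lost with a filter of 10 counts or limma on log2(FPKM + 1) and that of Zfp296 with limma on log2(FPKM + 1). Cpne1 shares 83.3% of its exon bases with another gene on the same strand, Zfp97 and Zfp960 are similar genes, and other members of the glutathione S-transferase family resemble Gstp2, so their counts depend on how shared reads were counted.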

The 13 regulated genes are listed in Table 2.

**Table 2:** Differential expressed genes after ONC.

Gene_Name	Description	TF_family	Log_2_ FC	*P*-adj
**E20_ONCvsE20_NTC**				
*Gstp2*	glutathione S-transferase, pi 2	-	5.27	0.003
*Lcn2*	lipocalin 2	-	4.41	0.003
*Fosb*	FBJ osteosarcoma oncogene B	TF_bZIP	2.56	0.014
*Mlc1*	megalencephalic leukoencephalopathy with subcortical cysts 1 homolog (human)	-	-3.58	0.000
*Zfp97*	zinc finger protein 97	zf-C2H2	-2.02	0.000
*Pax2*	paired box 2	PAX	-1.97	0.000
*Hnf4g*	hepatocyte nuclear factor 4, gamma	RXR-like	-1.86	0.008
**P1_ONCvsP1_NTC**				
*Cpne1*	copine I	-	3.02	0.012
*Zfp296*	zinc finger protein 296	zf-C2H2	2.63	0.010
*Egr1*	early growth response 1	zf-C2H2	2.15	5.98E-18
*Zfp692*	zinc finger protein 692	zf-C2H2	1.27	1.71E-17
*Sox1*	SRY (sex determining region Y)-box 1	HMG	-2.56	0.020
*Sall3*	spalt like transcription factor 3	zf-C2H2	-2.02	8.87E-11

### Transcription factors analysis

Since transcription factors (TFs) play important roles in both axon development and regeneration, to narrow down the candidate DEGs, we analyzed the TFs upregulated and downregulated with ages or after ONC, and resulted in 16 upregulated TFs and 16 downregulated TFs for ages, and 29 upregulated TFs and 140 downregulated TFs for ONC. The top 10 regulated genes are listed in (Table 3). 

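The transcription factors of Table 3 belong to many families. After ONC at E20 some of them rose and others fell. Among the transcription factors that changed with age in the control retinas, Bhlhe41, a bHLH repressor, rose from E20 to P3 by a log2 fold change of 2.92 (standard error 0.47, adjusted p = 0.00027), and Nfatc4, a factor that calcineurin activates, fell by −2.30 (standard error 0.41, adjusted p = 0.000485), each in 4 of 4 P3 libraries. After ONC at E20, Nfkb2 rose by 1.51 (standard error 0.30, adjusted p = 0.00867) and Etv4, an ets factor that fibroblast growth factors induce, by 1.31 (standard error 0.27, adjusted p = 0.00923), each in 3 of 3 libraries. The homeobox genes Gm4981 and AW822073, which lie near each other on chromosome 10, rose by 2.45 (standard error 0.86, adjusted p = 0.0472) in 2 of 3 libraries and by 2.19 (standard error 0.73, adjusted p = 0.0425) in 3 of 3. Irx1, an Iroquois factor, fell by −2.27 (standard error 0.25, adjusted p = 0.00141), Spdef by −2.23 (standard error 0.36, adjusted p = 0.00338) and Zfp960 by −1.97 (standard error 0.28, adjusted p = 0.00338), each in 3 of 3 libraries. Kdm5d, a histone demethylase of the Y chromosome, was counted in none of the 3 E20_ONC libraries and in 2 of the 3 E20_NTC libraries, which makes it at least 569-fold lower by the sum over the group (floor of 3 counts). Over all groups the libraries with Kdm5d, 8 of 11 controls and 5 of 10 after ONC, held 656 to 1151 Kdm5d fragments and the others 1 at most, so the gene separates libraries by presence and not by level. At P3 none of these factors was called after ONC by edgeR: Irx1 was at −0.46, Spdef at −0.38, Zfp960 at −0.39, Etv4 at 0.52, Nfkb2 at 0.91, Gm4981 at −0.62 and AW822073 at −1.36, with standard errors from 0.37 to 1.01. The E20 calls of Gm4981 and AW822073 are lost with the detection of Kdm5d as a covariate (3.01 and 1.93), that of Gm4981 with a filter of 10 counts, limma on log2(FPKM + 1) or the error rate as a covariate, and without E20_NTC replicate 1 (2.12), E20_NTC replicate 3 (2.26), E20_ONC replicate 2 (2.18) or E20_ONC replicate 3 (2.05), and that of AW822073 without E20_ONC replicate 2 (1.68). The call of Kdm5d is lost with a filter of 10 counts, with limma on log2(FPKM + 1) and without E20_NTC replicate 2 (−11.86), and at P3 Nfkb2 is called when all 6 groups share 1 fit (0.91) and without P3_ONC replicate 4 (1.11) and AW822073 without the same library (−3.11); Gm4981 and AW822073 are paralogs, so their counts depend on how shared reads were counted.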

Among the 201 differentially expressed TFs, most of them are involved in neuron differentiation, such as *Irx2* [11], and several signaling pathways, such as *Creb5* and *Nfatc4* in PI3K-Akt signaling pathway [12], *Pax2* in Wnt signaling pathway [13], and *Fos* in MAPK pathway [14]. In addition, *Nfkb2* and *Pax7* are involved in neural crest differentiation [15].

**Table 3:** Top 10 up- and downregulated TFs.

Gene_Name	Description	TF_family	Log_2_ FC	*P*-adj
**Regulated with ages (P3_NTC vs E20_NTC)**				
*Pax7*	paired box 7	PAX	8.87	3.68E-40
*Nrl*	neural retina leucine zipper gene	TF_bZIP	4.20	1.04E-30
*Bhlhe41*	basic helix-loop-helix family, member e41	bHLH	2.90	1.99E-16
*Creb5*	cAMP responsive element binding protein 5	TF_bZIP	2.72	9.13E-24
*Fos*	FBJ osteosarcoma oncogene	TF_bZIP	2.66	3.98E-06
*Sox14*	SRY (sex determining region Y)-box 14	HMG	-5.77	4.91E-06
*Atoh7*	atonal bHLH transcription factor 7	bHLH	-3.13	2.06E-17
*Irx2*	Iroquois homeobox 2	Homeobox	-2.95	1.14E-13
*Foxn4*	forkhead box N4	Fork	-2.76	5.74E-27
*Nfatc4*	nuclear factor of activated T cells, cytoplasmic, calcineurin dependent 4	RHD	-2.31	1.43E-16
**Regulated after ONC (E20 ONC vs NTC)**				
*Fosb*	FBJ osteosarcoma oncogene B	TF_bZIP	2.56	0.014
*Gm4981*	predicted gene 4981	Homeobox	2.47	0.028
*AW822073*	expressed sequence AW822073	Homeobox	2.18	0.003
*Nfkb2*	nuclear factor of kappa light polypeptide gene enhancer in B cells 2, p49/p100	RHD	1.49	6.30E-05
*Etv4*	ets variant 4	ETS	1.29	3.75E-10
*Kdm5d*	lysine (K)-specific demethylase 5D	ARID	-11.53	0.021
*Irx1*	Iroquois homeobox 1	Homeobox	-2.29	8.28E-10
*Spdef*	SAM pointed domain containing ets transcription factor	ETS	-2.26	0.000
*Zfp97*	zinc finger protein 97	zf-C2H2	-2.02	0.001
*Zfp960*	zinc finger protein 960	zf-C2H2	-2.00	0.001

### *K*‐means analysis of differentially expressed genes

To investigate the expression pattern of DEGs, we performed *K*‐means clustering analysis on the commonly identified 415 DEGs associated with age and 1,862 DEGs with ONC based on their group and changes. Age-DEGs were classified into 7 clusters, while 11 clusters were identified for ONC-DEGs (Figs 2A and 3A). These age-DEGs clusters were further assigned to four main groups of different dynamic patterns (Fig 2A). 

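In the control retinas 15 of the 46 genes rose both from E20 to P1 and from P1 to P3, among them all 6 photoreceptor genes, both pigment epithelium genes, the lens gene Cryaa, and Fos and Egr1. Impg1 went from 0.0226 ± 0.0122 FPKM at E20 (SD, n = 3) to 0.233 ± 0.0832 at P1 (n = 4) and 8.71 ± 4.23 at P3 (n = 4). Nrl went from 17.4 ± 7.15 to 42.7 ± 1.82 and 321 ± 138 FPKM. Ttr, which encodes transthyretin and is abundant in the pigment epithelium, went from 1.36 ± 1.19 to 11.5 ± 8.35 and 243 ± 125 FPKM. The first step is not called for Fos with 1 fit of all 6 groups or limma on log2(FPKM + 1), for Egr1 with 1 fit of all 6 groups, an adjusted p under 0.05, limma on log2(FPKM + 1) or the error rate as a covariate, for Cryaa and Slco1a4 with a filter of 10 counts or limma on log2(FPKM + 1), and for Impg1 with limma on log2(FPKM + 1), nor the second step of Cryaa with limma on log2(FPKM + 1) or the error rate as a covariate. A steady rise here means a call of edgeR as higher in both steps, and the P1 libraries form their own library series.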

The first pattern group, comprising clusters 1 and 4, included 50 and 170 DEGs respectively, representing DEGs whose expression level gradually increased during development. The second pattern group, comprising of clusters 3 and 6, included 53 and 20 DEGs respectively, representing the expression level decreased in P1 then increased in P3. The cluster 2 and 7 are independent expression patterns. The pattern of cluster 2 was opposite to the second group, which increased in P1 and then decreased in P3. The expression level of cluster 7 was opposite to first group, remained decrease during development.

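The opposite course, a fall from E20 to P1 and again from P1 to P3, was found for 12 of the 46 genes in the control retinas: Sox14, Fgf3, Aldh1a3, Fgf15, Dio3os, Gm39119, Ecel1, Atoh7, Irx2, Aspg, Foxn4 and Nfatc4. Fgf15, a growth factor of retinal progenitors, went from 120.5 ± 12.2 FPKM at E20 (SD, n = 3) to 37.7 ± 9.16 at P1 (n = 4) and 6.11 ± 3.71 at P3 (n = 4). Foxn4 went from 58.9 ± 7.05 to 36.8 ± 4.7 and 8.78 ± 2.59 FPKM, and Aldh1a3 from 22.8 ± 4.44 to 14.6 ± 2.37 and 0.92 ± 0.805. A fall followed by a rise was found for 2 genes, Zfp296 and AW822073, the latter from 0.289 ± 0.215 FPKM to 0 fragments in all 4 P1 libraries and 0.315 ± 0.183 FPKM at P3. That is at least 12.3-fold lower at P1 than at E20 and at least 13.8-fold lower than at P3, by sums over the groups with a floor of 3 counts. A rise followed by a fall was found for 2 genes, Sall3, from 4.72 ± 2.39 to 10.6 ± 4.79 and 4.6 ± 2.4 FPKM, and Etv4, from 4.77 ± 1.19 to 8.84 ± 1.4 and 3.24 ± 0.936 FPKM. The other 15 genes of the table were not called in both steps by edgeR. The first step of Sox14 (−1.43) is not called without E20_NTC replicate 2 (−1.11) or P1_NTC replicate 3 (−1.36), and that of Aldh1a3 (−0.64) without E20_NTC replicate 2 (−0.57), E20_NTC replicate 3 (−0.54) or P1_NTC replicate 1 (−0.58). With TMM factors the first step is not called for Sox14, Fgf3, Aldh1a3 and Foxn4, which leaves 8 of the 12. It is also not called for Aldh1a3 with 1 fit of all 6 groups or an adjusted p under 0.05, for Foxn4 with the replicate block, for Sox14 with an adjusted p under 0.05 or limma on log2(FPKM + 1), and for Aspg with the latter. The second step is not called for Sox14 and Aspg with a filter of 10 counts or limma on log2(FPKM + 1). Of the other courses, the first step of Zfp296 is not called with DESeq2, TMM factors, a filter of 10 counts, an adjusted p under 0.05 or limma on log2(FPKM + 1), that of AW822073 with a filter of 10 counts or limma on log2(FPKM + 1) and that of Sall3 with an adjusted p under 0.05 or the error rate as a covariate. The second step of Zfp296 and AW822073 is not called with a filter of 10 counts or limma on log2(FPKM + 1), nor that of Sall3 with the detection of Kdm5d as a covariate. No first step is called when adjusted as if 35000 genes had been tested.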

**Fig 2:**
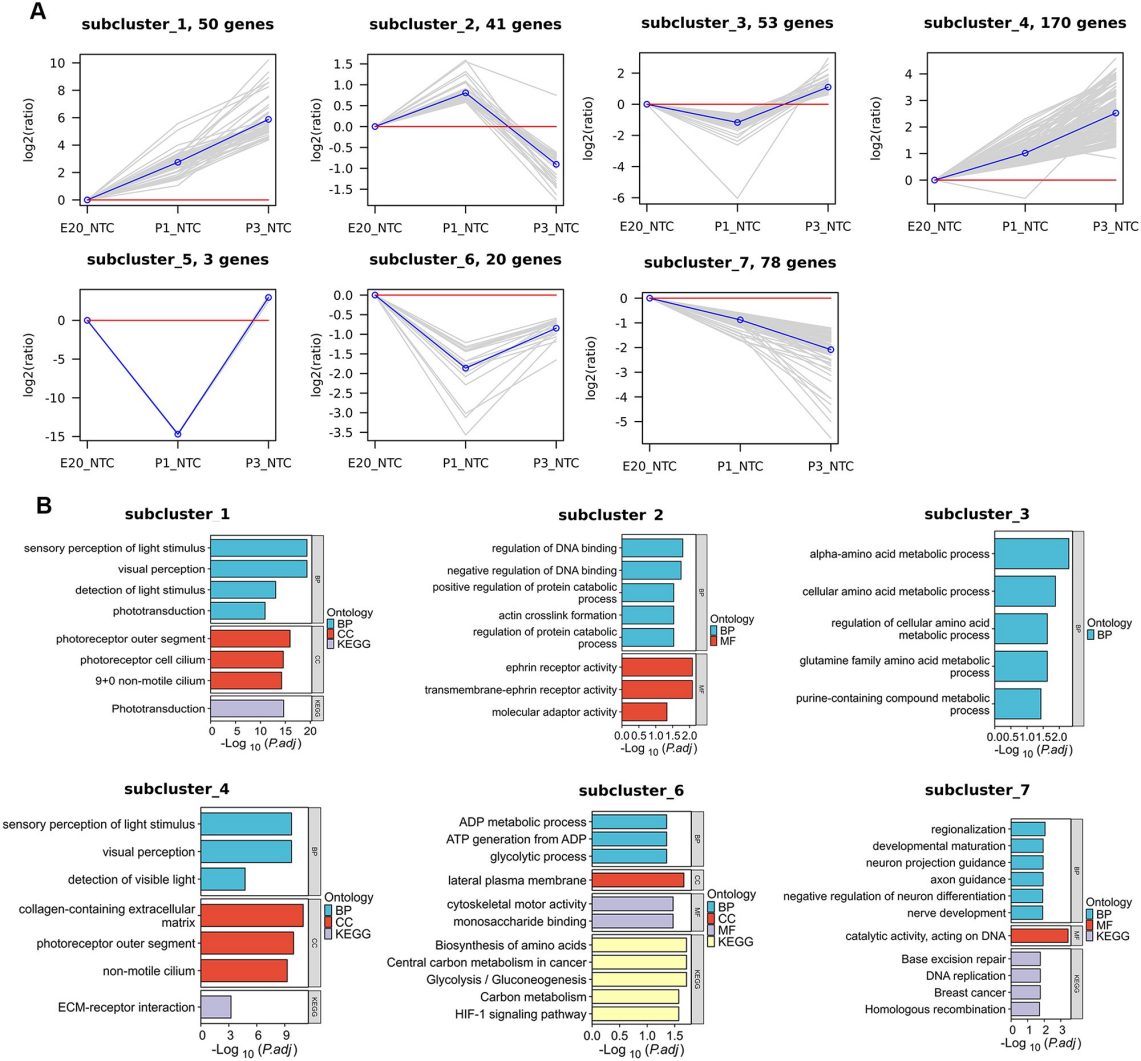
*K*-means and enrichment analyses (GO, KEGG) of age-DEGs. **(A)** *K*‐means clustering of the differential expression gene with age (*K* = 7). Each box is a DEG cluster. Each line indicates one differential expression gene. The blue line is the average trend of all DEGs in the cluster. **(B)** Gene ontology biological process term enrichment of the seven *K*‐means clusters. The top results are plotted.

**Fig 3:**
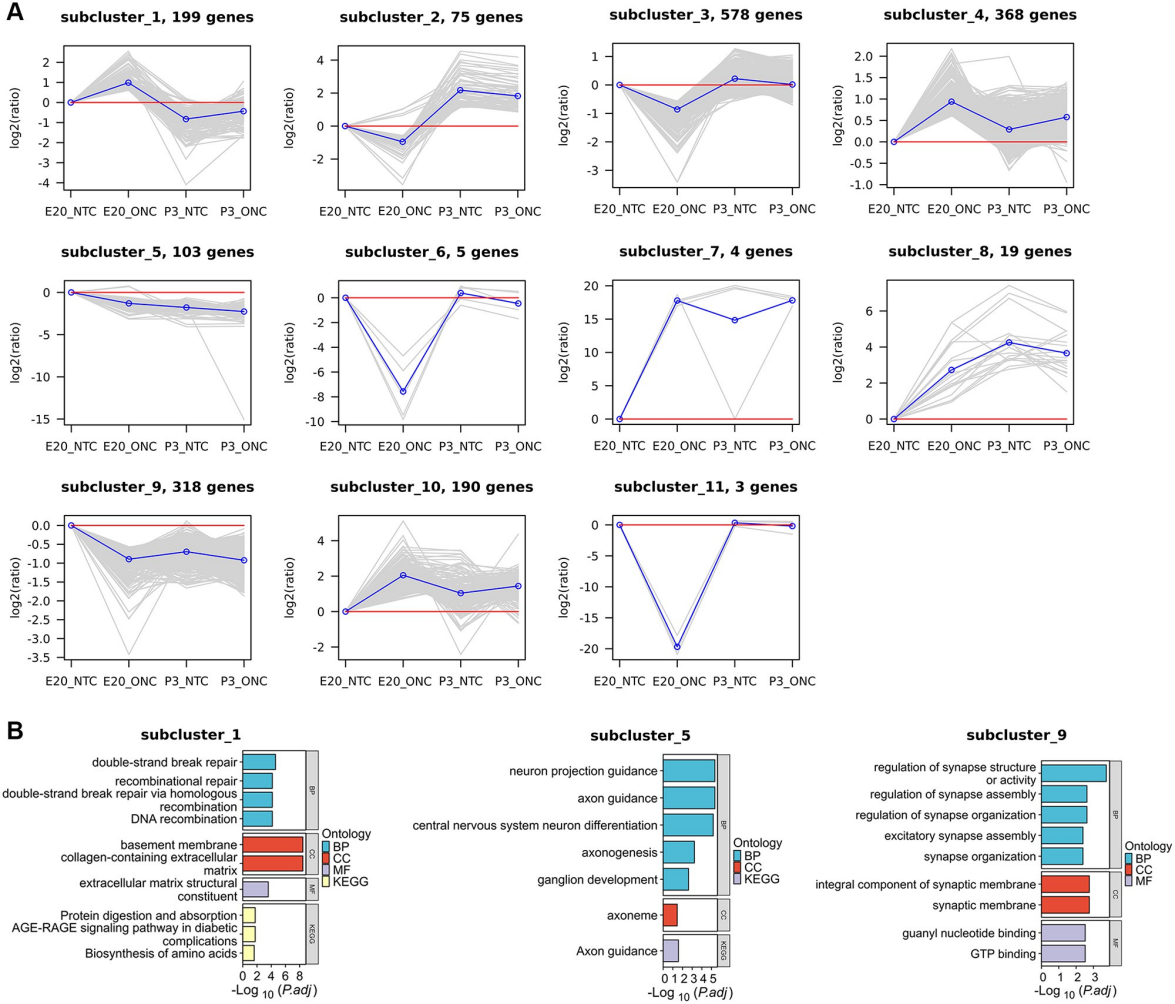
*K*-means and enrichment analyses (GO, KEGG) of ONC-DEGs. **(A)** *K*‐means clustering of the differential expression gene with age (*K* = 11). Each box is a DEG cluster. Each line indicates one differential expression gene. The blue line is the average trend of all DEGs in the cluster. **(B)** Gene ontology biological process term enrichment of the seven *K*‐means clusters. The top results are plotted.

These ONC-DEGs clusters were assigned to two main groups of different dynamic patterns (Fig 3A). The first pattern group represents the increased expression level after ONC in E20, comprising cluster 1, 4, 7, 8 and 10. Among these clusters, only the expression level of cluster 8 was decreased after P3-ONC, while the rest were increased. 

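Of the 17 genes called higher after ONC at E20, 13 had a fold change above 0 on the log2 scale after ONC at P3 and 4 one below 0. Those above included Fos, at 2.29 (standard error 0.79, adjusted p = 0.121), Fgf15, at 0.97 (standard error 0.52), and Cryaa of the lens, at 3.28 (standard error 1.43). Those below were Atoh7, Lcn2, Gm4981 and AW822073. For Gm4981 and AW822073 the effect of ONC differed between the ages, by 3.07 (standard error 1.24, adjusted p = 0.097) and 3.54 (standard error 1.41, adjusted p = 0.097) as E20 minus P3, calls that are both lost with clean reads as library size, TMM factors, median ratios, the detection of Kdm5d or the error rate as a covariate, an adjusted p under 0.05 or the adjustment as if 35000 genes had been tested, and for Gm4981 with either pseudocount in limma. Of the 17, 1 gene (Gm39119) was itself called at P3 by edgeR, and for the others edgeR gives a direction at P3 without a call. When all 6 groups share 1 fit, Cryaa, Fgf15, Zfp296, Zfp692, Creb5, Fos and Nfkb2 of the 17 are called higher at P3 as well. Without P3_ONC replicate 4, Zfp296, Zfp692, Creb5, Fos and Nfkb2 are called higher there and AW822073 lower, and Zfp692 is also called with limma on log2(FPKM + 1). Fos at P3 is called by DESeq2 (2.29), when all 6 groups share 1 fit (2.29), with the replicate block (1.99) and without P3_ONC replicate 4 (2.62). Cryaa is called there when all 6 groups share 1 fit (3.28) and with the replicate block (2.49). It is also called with the detection of Kdm5d as a covariate (3.70) and without P3_ONC replicate 1 (3.70). These are the same check, since P3_ONC replicate 1 is the only P3 library taken as lacking Kdm5d.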

The second pattern group, comprising clusters 2, 3, 5, 6, 9 and 11, and the expression level were decreased in E20-ONC. The expression levels of cluster 2 and 3 was decreased after P3-ONC, and the rest were increased.

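Of the 13 genes called lower after ONC at E20, 11 had a fold change below 0 on the log2 scale after ONC at P3. The 2 above 0 were the noncoding gene Dio3os, at 0.05 (standard error 0.48), and Aspg, at 0.30 (standard error 0.46). At E20 Dio3os had fallen by −1.55 (standard error 0.24, adjusted p = 0.00338) and Irx2, an Iroquois factor, by −0.80 (standard error 0.22, adjusted p = 0.0271), a call lost with 1 fit of all 6 groups or the replicate block; at P3 Irx2 was at −0.52 (standard error 0.51). The effect of ONC on Dio3os differed between the ages by −1.60 (standard error 0.57, adjusted p = 0.079) as E20 minus P3, a call lost with median ratios, the replicate block, the detection of Kdm5d as a covariate, an adjusted p under 0.05 or the adjustment as if 35000 genes had been tested. None of the 13 was called at P3 by edgeR fitted to the P3 groups, but Nrl is (−0.74) when all 6 groups share 1 fit; at P3 10 of all 45 genes tested had an unadjusted p under 0.05 and DESeq2 called 5.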

### GO and KEGG pathway analysis

To further understanding the potential functional role of DEGs, GO and KEGG analyses were performed in each cluster. In the age-DEGs clusters, GO enrichment analysis showed that the visual perception and light stimulus was enriched in cluster 1 and 4, while “Phototransduction” was significantly enriched in the KEGG pathway analysis (Fig 2B). 

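Genes of phototransduction were among those that rose at each step of age in the control retinas. Cnga1, the channel of the rod that closes in light, went from 0.0103 ± 0.0105 FPKM at E20 (SD, n = 3) to 0.0923 ± 0.0383 at P1 (n = 4) and 12.2 ± 6.43 at P3 (n = 4). Gngt1 of rod transducin went from 0.593 ± 0.387 to 2.13 ± 1.04 and 72.7 ± 43.1 FPKM. Guca1a, which activates the guanylate cyclase of photoreceptors, went from 0.781 ± 0.256 to 4.01 ± 2.79 and 84 ± 42.6 FPKM. Gngt1 rose by a log2 fold change of 1.85 (standard error 0.56, adjusted p = 0.0245) in the first step and by 5.09 (standard error 0.62, adjusted p = 0.000102) in the following one. The first step of Cnga1 is not called with a filter of 10 counts or limma on log2(FPKM + 1). The enrichment of a term was not tested, since all 46 genes were chosen for their change.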

Metabolic-related processes were enriched in cluster 3 and 6 (Fig 2B). Moreover, the DEGs in cluster 7 were enriched in the term related to axon guidance and nerve development (Fig 2B).

We further analyzed the ONC-DEGs on the potential regeneration processes. The GO enrichment analysis showed that the DEGs in cluster 1 were mainly involved in the term related to repair (Fig 3B). Neuron projection guidance and axonogenesis were enriched in cluster 5. The KEGG pathway analysis also indicated that these DEGs were mainly enriched in the “Axon guidance” pathways (Fig 3B). In addition, synapse-related terms were mainly involved in cluster 9 (Fig 3B).

### PPI network and GSEA analysis

Gene expression data and protein-protein interaction (PPI) networks were used to identify the regulated parts of the network in DEGs. The network indicated both functional and physical protein associations. To identify the “communities” and “hubs” associated with the axon, we analyzed the cluster 7 in age-DEGs and cluster 5 in ONC-DEGs. The PPI networks for the two DEGs are shown in Fig 4A and 4B. The intersections of the age-DEGs resulted in the identification of the following hub genes, including *Pold1*, *Chtf18*, *Pola2* and *Lig1* (Fig 4A), and the hub genes of ONC-DEGs, including *Tubb3*, *Isl1* and *Pou4f1* (Fig 4B).

**Fig 4:**
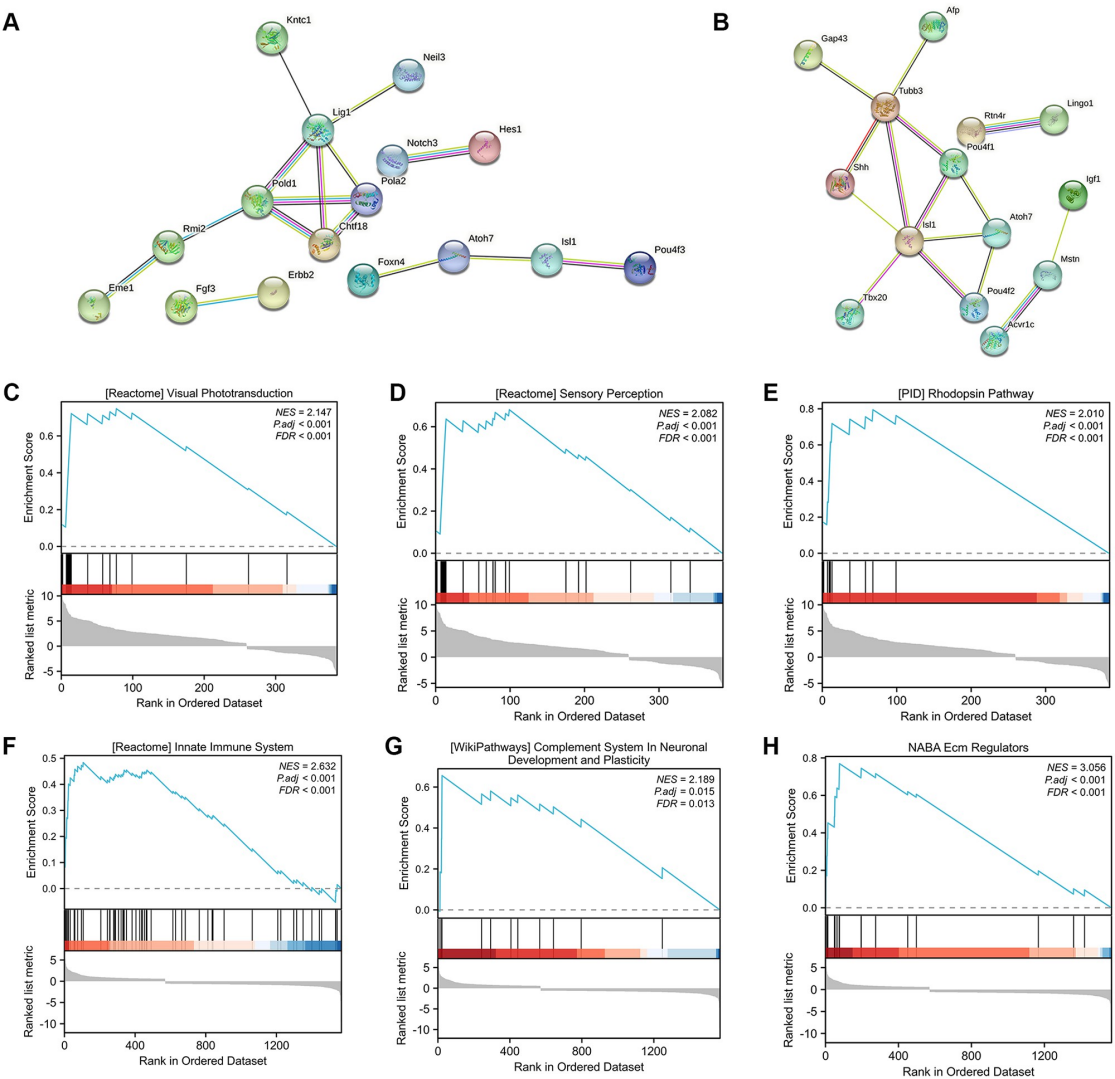
(A-B) Construction of PPI (protein-protein interaction) networks of age-DEGs and ONC-DEGs. Line color indicates the type of interaction evidence. (C-H) GSEA analyses of age-DEGs (C-E) and ONC-DEGs (F-H). The y-axis represents enrichment score, and the x-axis denotes genes (vertical black lines) represented in gene sets. The colored band at the bottom represents the degree of correlation of genes with the INR phenotype (red for positive and blue for negative correlation).

Moreover, GSEA analysis was performed on all age-DEGs and ONC-DEGs to find the involved pathways. GSEA detected the expression changes in sets of genes rather than individual genes, and showed additional pathways associated with the co-regulated genes. The age-DEGs presented as high expression included REACTOME_VISUAL_PHOTOTRANSDUCTION, REACTOME_SENSORY_PERCEPTION, and PID_RHODOPSIN_PATHWAY (Fig 4C–4E). REACTOME_INNATE_IMMUNE_SYSTEM, NABA_ECM_REGULATORS, and WP_COMPLEMENT_SYSTEM_IN_NEURONAL_DEVELOPMENT_AND_PLASTICITY were high expression in ONC-DEGs (Fig 4F–4H).

### RT-PCR validation of DEGs

To validate the RNA-Seq results, eight DEGs (*Mlc1*, *FosB*, *Zfp296*, *Thbs1*, *Fbn1*, *Fgf15、Ecel1* and *Atoh7*) were selected for expression validated by qRT-PCR. Significant differences in the expression of these eight genes were found between the NTC and ONC samples (Fig 5). This was consistent with the differential expression patterns observed in the RNA-Seq data.

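In the RNA-Seq libraries Zfp296 stood at 0.119 ± 0.039 FPKM in E20_NTC (SD, n = 3) and 0.328 ± 0.135 in E20_ONC (n = 3), a log2 fold change of 1.45 (standard error 0.44, adjusted p = 0.0375) in 3 of 3 libraries. It stood at 0.0436 ± 0.0192 and 0.307 ± 0.0304 FPKM at P1 (n = 4 and 3), and at 0.121 ± 0.0226 and 0.341 ± 0.171 at P3 (n = 4 and 4). Zfp692, a zinc finger gene, rose at E20 by 0.79 (standard error 0.25, adjusted p = 0.0424) in 3 of 3 libraries. Atoh7, which retinal ganglion cells need to form, stood at 66.7 ± 25.5 FPKM in E20_NTC and 113 ± 8.13 in E20_ONC, a rise of 0.76 (standard error 0.32, adjusted p = 0.0789), and had log2 fold changes of 0.25 (standard error 0.21) at P1 and −0.13 (standard error 0.40) at P3. Ecel1, an endopeptidase of neurons, did not pass the test of edgeR after ONC at any age, with −0.29 (standard error 0.27) at E20, where TMM factors give a call (−0.71), −0.12 (standard error 0.28) at P1 and −0.37 (standard error 0.50) at P3. With age, from E20_NTC to P3_NTC, Zfp296 changed by 0.03 (standard error 0.49, adjusted p = 0.949) and Zfp692 by −0.42 (standard error 0.37), neither past the threshold. The call of Atoh7 at E20 is lost without E20_NTC replicate 1 (0.62), E20_NTC replicate 2 (0.59), E20_ONC replicate 1 (0.79), E20_ONC replicate 2 (0.70) or E20_ONC replicate 3 (0.78) or with clean reads as library size, TMM factors, an adjusted p under 0.05, the replicate block, the detection of Kdm5d as a covariate or the error rate as a covariate. That of Zfp692 is lost without E20_ONC replicate 3 (0.71), and those of Zfp296 and Zfp692 with TMM factors (1.09 and 0.38) or when adjusted as if 35000 genes had been tested. That of Zfp692 is also lost with clean reads as library size (0.62), median ratios (0.72) and the replicate block (0.80), and that of Zfp296 with the detection of Kdm5d as a covariate (1.31), with limma on log2(FPKM + 1) (0.24) and with a filter of 10 counts, which leaves the gene out. Thbs1 and Fbn1 are not analysed here. 

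**Figure D3:**
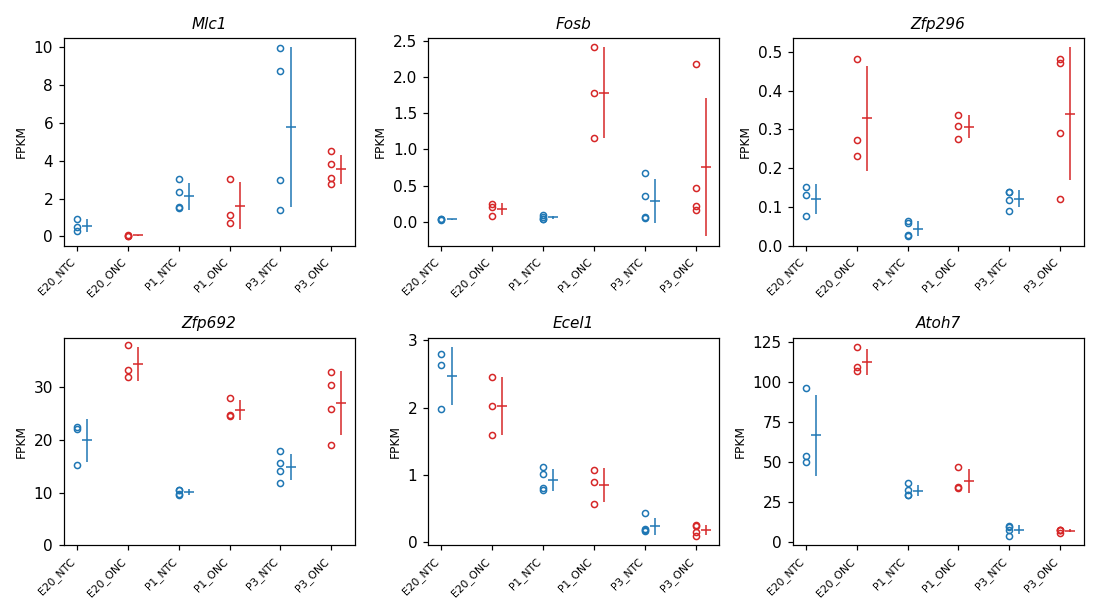
FPKM (vertical axis) of Mlc1, Fosb, Zfp296, Zfp692, Ecel1 and Atoh7 in the RNA-Seq libraries of the 6 groups. Circles are single libraries (n = 3 for E20_NTC, E20_ONC and P1_ONC, n = 4 for the others), blue for NTC and red for ONC, with the mean and SD beside them; in the control retinas Ecel1 and Atoh7 are lower at each later age, and the circles of Zfp692 after ONC lie above all control circles of the same age.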

**Fig 5:**
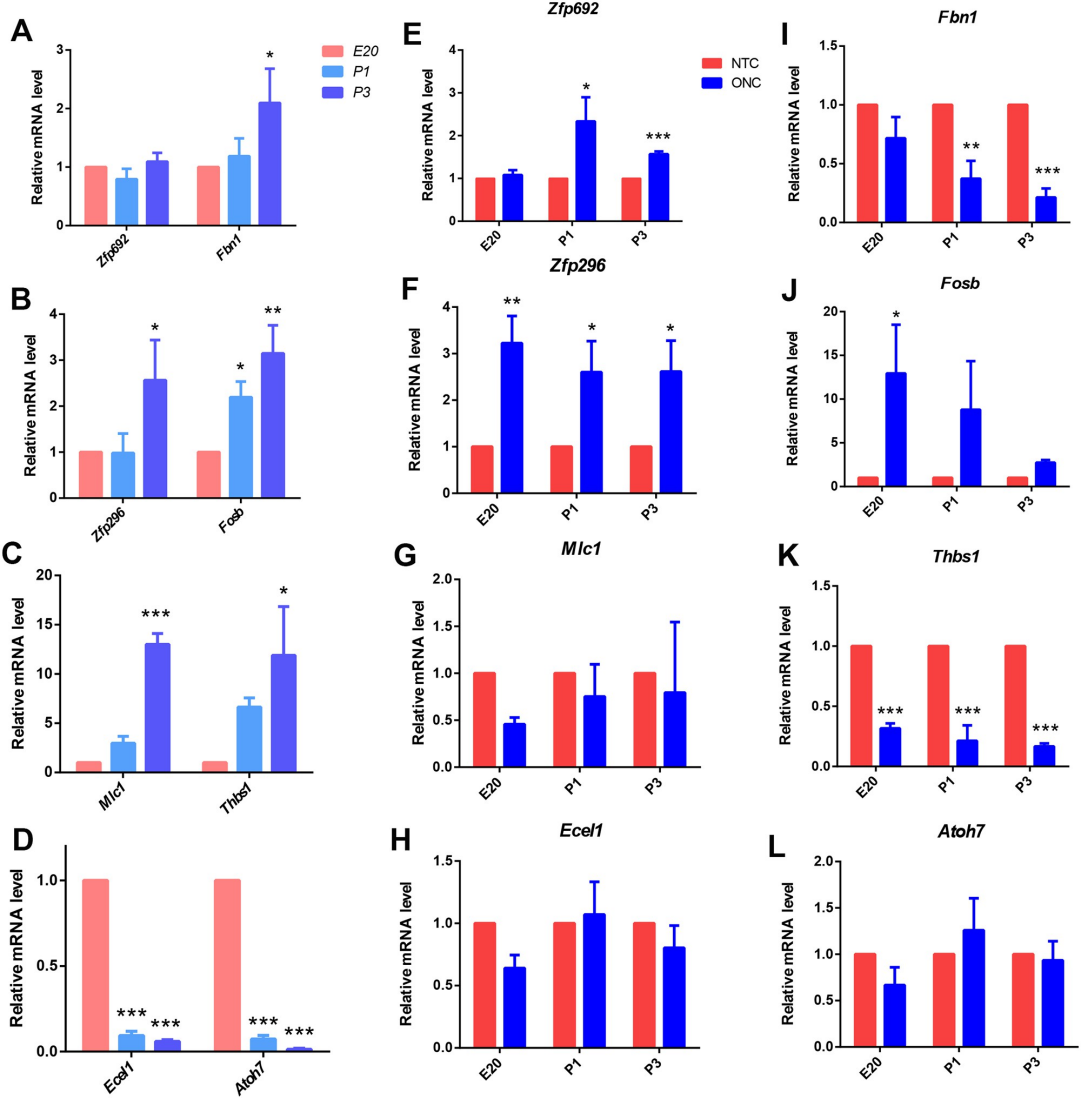
Validation of selected DEGs with qRT-PCR. **(A–D)** Statistical graph shows mRNA expression in the control groups with age, normalized to an average expression of 1.0 in the E20 group. **(E–L)** Statistical graph shows mRNA expression in the ONC and control groups, normalized to an average expression of 1.0 in the control group. Data are represented as Means ± SD; n = 3; *p < 0.05; **p < 0.01; ***p < 0.001.

## Discussion

In this study, we performed RNA-seq analysis on the normal and 6-hour post-ONC retinas from the E20, P1, and P3 mice to determine the retinal transcriptome profiles following axonal injury. The identified DEGs could be associated with the degeneration of axonal growth capacity after birth, and could be the novel genes (*Ecel1*, *Zfp296*, *Mlc1*, and *Fosb*) associated with axonal regeneration. Subsequent *K*‐means, GO, KEGG, PPI, and GSEA analysis revealed the biological processes and regulatory pathways involved in the DEGs.

During the initial formation of the visual projections, RGCs can extend the axons rapidly and regenerate the injured axons over a short distance [16]. The capacity for rapid axonal growth and regeneration decreases sharply within a day of birth [4], and the developmental decline is associated with numerous changes in gene expression [16]. Therefore, our study is based on the loss of axonal growth capacity after birth and analyzes the differences in the retinal transcriptome comparing with the normal and axonal damage before and after birth to identify the key genes associated with the axonal growth capacity.

We identified the DEGs that changed significantly after ONC, conducted a relevant literature search based on the differential multiplicity and gene description, and screened to identify 10 of these DEGs of interest in related to their age-related changes in the normal retina, including *Gstp*, *Mlc1*, *Pax2*, *Hnf4g*, *Cpne1*, *Egr1*, *Sall3*, *Sox1*, *Zfp692*, and *Zfp296*. 

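Mlc1 encodes a membrane protein of astrocytes and other glia. It was lower after ONC in embryonic retinas and did not pass the test at the later ages. Mlc1 (ENSMUSG00000035805, chromosome 15, 88955884 to 88979007 of mm10) fell after ONC at E20 by a log2 fold change of −3.48 (standard error 0.70, adjusted p = 0.00867), from 0.564 ± 0.33 to 0.0479 ± 0.0414 FPKM (SD, n = 3 and 3), in 3 of 3 libraries. At P1 it changed by −0.37 (standard error 0.52, adjusted p = 0.628) and at P3 by −0.71 (standard error 0.58, adjusted p = 0.39), neither past the threshold of edgeR. The effect of ONC at E20 was lower than at P1 by −3.11 (standard error 0.93, adjusted p = 0.0568) and lower than at P3 by −2.77 (standard error 1.00, adjusted p = 0.079). Pax2, the other gene listed for the optic nerve head, fell with Mlc1 at E20, and across libraries of the same group both genes moved together. The P1 value becomes −1.20 and is called without P1_ONC replicate 4, and the E20 call is lost with limma on log2(FPKM + 1). The interaction with P3 is not called with median ratios, with either pseudocount in limma, with the detection of Kdm5d or the error rate as a covariate, or at an adjusted p under 0.05, and the 13 such calls fall to 1 without E20_ONC replicate 2; that with P1 is not called with the replicate block, with either pseudocount in limma, with the detection of Kdm5d or the error rate as a covariate, or at an adjusted p under 0.05, and its 9 calls fall to 0 without E20_NTC replicate 2. Neither is called when adjusted as if 35000 genes had been tested.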

*Mlc1* was one of the most significantly down-regulated genes in E20 ONC, but did not change in P1 and P3 ONC. In the normal retina, *Mlc1* expression increased significantly with age. 

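In uncrushed retinas Mlc1 was higher at P3 than at E20 by a log2 fold change of 3.35 (standard error 0.80, adjusted p = 0.00324), with 4 of 4 P3 libraries above the E20 mean. Its level was 2.11 ± 0.707 FPKM at P1 (SD, n = 4) and 5.78 ± 4.22 at P3 (n = 4), where single libraries ran from 1.38 to 9.97 FPKM. Pax2 of the optic nerve head, which did not pass the test with age, stood at 1.09 ± 0.619 FPKM at E20 (n = 3) and 1.3 ± 0.767 at P3, and its lowest P3 library was also the lowest for Mlc1.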

*Mlc1* is mainly expressed in the ganglion cell layer. In the optic nerve, *Mlc1* is strongly expressed in a large number of astrocytes surrounding the axons [17]. No correlation between *Mlc1* and axonal regeneration has been reported. Combined with its changes in age and ONC groups, we suggest that the *Mlc1* gene could be a new target for axonal regeneration. *Zfp296* encodes a conserved mammalian factor belonging to the Cys2/ His2 type zinc finger (C2H2-ZF) family. The C2H2-ZF proteins have chromatin effects, affecting embryonic development by negatively regulating H3K9 methylation [18]. In addition, *Zfp296* binds to Oct3/4, Sox2, Klf4, and c-Myc expression to improve the efficiency of iPS cell generation [19]. Thus, the *Zfp296* gene could be a novel reprogramming factor for rescuing axonal injury.

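Atoh7 acts in retinal progenitors that form ganglion cells, and Ecel1 is a gene of neurons. Both fell as the control retinas grew older. Atoh7, the transcription factor that retinal ganglion cells need (ENSMUSG00000036816, chromosome 10, 63099651 to 63101279 of mm10), fell from E20 to P3 in the control retinas by a log2 fold change of −3.13 (standard error 0.48, adjusted p = 0.000209), to 7.63 ± 2.8 FPKM (SD, n = 4), in 4 of 4 libraries. From E20 to P1 it fell by −1.06 (standard error 0.29, adjusted p = 0.0178). Ecel1, an endopeptidase of neurons (chromosome 1, 87147655 to 87156521), fell by −3.35 (standard error 0.48, adjusted p = 0.000138) to 0.239 ± 0.127 FPKM, in 4 of 4 libraries, with −1.41 (standard error 0.25, adjusted p = 0.00662) by P1. Of the alternatives run for P3 against E20, only the adjustment as if 35000 genes had been tested ends these calls (adjusted p of 0.159 for Atoh7 and 0.105 for Ecel1).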

Of the 415 DEGs that changed significantly with ages, *Atoh7* and *Ecel1* were the most down-regulated gene with ages. *Atoh7* is thought to be required to confer the ability to produce RGCs from retinal progenitor cells. Loss of function of *Atoh7*, expressed in multipotent early neurogenic retinal progenitors leads to a selective and essentially complete loss of RGCs [20]. *Ecel1* has been reported to promote antioxidant activity, and play a neuroprotective role in neurons [21]. The *Ecel1*-deficient mice failed to regenerate even after the zymosan treatment, which is a well-known regeneration-promoting reagent [22]. These suggest that *Ecel1* could be a new therapeutic strategy for axonal regeneration after ON injury.

For the analysis of differentially expressed transcription factors, *Creb5* was significantly upregulated in P3 NTC. This transcriptional regulator is active in response to noxious stressful stimuli and involved in cellular defense against stresses [23]. 

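Creb5 encodes a factor of the family that answers to cAMP. It rose with age and after ONC in the younger retinas. Creb5, a bZIP factor that binds the cAMP response element (ENSMUSG00000053007, chromosome 6, 53287270 to 53700376 of mm10), rose from E20 to P3 in the control retinas by a log2 fold change of 2.74 (standard error 0.42, adjusted p = 0.000194), from 0.0907 ± 0.0144 FPKM (SD, n = 3) to 0.607 ± 0.121 (n = 4), in 4 of 4 libraries. It also rose after ONC, by 2.38 (standard error 0.26, adjusted p = 0.00141) at E20 in 3 of 3 libraries and by 1.90 (standard error 0.25, adjusted p = 0.00102) at P1 in 3 of 3 libraries, while at P3 it changed by 0.86 (standard error 0.39, adjusted p = 0.197). The effect of ONC was larger at E20 than at P3 by 1.52 (standard error 0.45, adjusted p = 0.0328), a call lost with either pseudocount in limma, with the replicate block, with the error rate as a covariate, or when adjusted as if 35000 genes had been tested. At P3 the gene is called when all 6 groups share 1 fit (0.86) and without P3_ONC replicate 4 (1.03), and limma on log2(FPKM + 1) calls none of the 3 rises.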

*Creb* has been reported to promote neuronal survival, and a recent study has shown that *Creb* is neuroprotective against hydrogen peroxide-induced RGC death through its two downstream cell survival genes [24], *Bdnf* and *Bcl-257*. Therefore, we suggest that *Creb5* is involved in axonal injury-induced RGC death, and is an important neuroprotective target in the treatment of axonal injury.

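Of the 43 genes tested both after ONC at E20 and between E20 and P3 in the control retinas, 8 were higher in both comparisons and 6 lower in both. The 8 were Cryaa of the lens, the injury genes Gstp2 and Lcn2, the AP-1 genes Fos and Fosb, the transcription factor genes Bhlhe41 and Creb5, and Gm4981. The 6 were Dio3os, Irx2, Aspg, Hnf4g, Irx1 and Spdef. In 5 genes the calls were opposite: Fgf15, Gm39119 and Atoh7 were higher after ONC and lower with age, and Mlc1 and Nrl lower after ONC and higher with age. The call of Aspg after ONC is lost with DESeq2, median ratios, no filter, 1 fit of all 6 groups, an adjusted p under 0.05, limma on log2(FPKM + 0.1), limma on log2(FPKM + 1), the replicate block, the detection of Kdm5d as a covariate or the error rate as a covariate. That of Bhlhe41 is lost with clean reads as library size, TMM factors, limma on log2(FPKM + 1) or the detection of Kdm5d as a covariate and without E20_NTC replicate 2 (0.89) or E20_ONC replicate 2 (0.68). Of the 14 only the calls of Fos, Dio3os, Irx1 and Spdef after ONC are kept by all of DESeq2, the other library sizes, filters and fits, limma, the replicate block and the covariates. That of Gm4981 with age is lost with 1 fit of all 6 groups, an adjusted p under 0.05, limma on log2(FPKM + 0.1), limma on log2(FPKM + 1), the replicate block or the detection of Kdm5d as a covariate. Independent lists of these sizes would share 6.33 higher and 4.53 lower genes. The E20_NTC libraries enter both comparisons, which by itself makes the fold changes move together. In 100 simulations without any change, 68.5% of the genes had the same sign in both and the correlation across genes was 0.543, against 53.5% and 0.183 in the data. The mean numbers called higher in both and lower in both were 0.01 and 0.01 there, against 8 and 6, a contrast fixed beforehand, since the study chose these genes for a change after ONC or with age. The covariance of the fold changes, to which shared libraries add the same amount with or without real effects, was 1.95 in the data and 0.245 in the simulations. Covariance grows with the size of the changes, for which the study chose these genes. Its excess over the simulations is therefore no evidence of agreement between the comparisons, and part of the overlap may come from the shared libraries. Genes are not independent replicates, so the correlation carries no p.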

Interestingly, we found that the differential expression of some genes after ONC followed the same trend as differential expression with age, including *Fosb* and *Lcn2*. *Fosb* is a member of the *Fos* family of the AP-1 transcription factor complex, which encodes for the genes related to the neuronal activity [25]. 

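Fosb belongs to the AP-1 factors that cells make within minutes of a stimulus. It rose after ONC in the younger retinas and with age in uncrushed ones. Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051 of mm10) rose after ONC at E20 by a log2 fold change of 2.53 (standard error 0.58, adjusted p = 0.0137), from 0.0296 ± 0.013 to 0.174 ± 0.0892 FPKM (SD, n = 3 and 3), in 3 of 3 libraries. At P1 it rose by 4.93 (standard error 0.43, adjusted p = 0.00025), from 0.0571 ± 0.0261 (n = 4) to 1.78 ± 0.631 FPKM (n = 3), in 3 of 3 libraries. At P3 it changed by 1.41 (standard error 1.00, adjusted p = 0.356), which did not pass the test, and without P3_ONC replicate 3 by −0.01. The effect was smaller at E20 than at P1 by −2.39 (standard error 0.76, adjusted p = 0.0597), a call lost with TMM factors, when all 6 groups share 1 fit, with the replicate block, with the error rate as a covariate, at an adjusted p under 0.05, or when adjusted as if 35000 genes had been tested. In the control retinas Fosb rose from E20 to P3 by 3.24 (standard error 1.03, adjusted p = 0.016) to 0.286 ± 0.3 FPKM (n = 4), in 4 of 4 libraries. The call at E20 is lost with the detection of Kdm5d as a covariate (1.99) and those at E20 and with age with limma on log2(FPKM + 1) or a filter of 10 counts, the gene being near the lower end of what was counted; the 9 interaction calls between E20 and P1 fall to 0 without E20_NTC replicate 2.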

*Fosb* was significantly upregulated after ONC and also significantly upregulated with ages in the normal retina. *Fosb* has been reported to be involved in morphological changes in neuronal synapses, and *Fosb* dysregulation will result in abnormal axonal branching [26]. In a spinal cord injury model, knockdown of *Fosb* increases the axon length in primary neurons cultured in *vitro* and activates the Stat3 pathway [27]; however, in another study, upregulation of *Fosb* expression enhances axon regeneration in mice after facial nerve axotomy [28], but there is no study related to ON regeneration yet. Therefore, the specific role of *Fosb* in ON axonal regeneration deserves further exploration. *Lcn2* is an acute stress response protein that involves in multiple pathways, such as inflammation, glial cell proliferation, cell differentiation, migration, and cell death [29]. 

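Lcn2 encodes lipocalin, a protein secreted in inflammation. It was higher in older control retinas and after ONC in embryonic ones. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252 of mm10) rose from E20 to P3 in the control retinas by a log2 fold change of 6.88 (standard error 1.79, adjusted p = 0.00532), in 4 of 4 libraries. It had 3 fragments at E20 and 509 at P3, a counting ratio of 132 (95% interval 44.9 to 643), and the P3 libraries ran from 0.16 to 9.23 FPKM. After ONC at E20 it rose by 4.29 (standard error 1.52, adjusted p = 0.0472), to 59 fragments, a ratio of 22.3 (95% interval 7.26 to 111), in 3 of 3 libraries. Of these, 52 fragments lay in E20_ONC replicate 3, and the call is lost without E20_NTC replicate 1 (3.67), E20_NTC replicate 2 (5.15), E20_NTC replicate 3 (4.36) or E20_ONC replicate 3 (1.85). At P3 it changed by −1.08 (standard error 1.26, adjusted p = 0.544), and at P1 it had too few counts to be tested. The call with age is lost with a filter of 10 counts or limma on log2(FPKM + 1). The E20 call is also lost with a filter of 10 counts, with limma and with the detection of Kdm5d or the error rate as a covariate.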

*Lcn2* was significantly upregulated with ages and increased significantly in E20 ONC. Studies have shown that *Lcn2* expression is increased in the GCL layer after ONC [30], and in most cases the diversity of *Lcn2* functions may be attributed to its role as an iron-binding protein, and the *Lcn2*/iron-Bim pathway is thought to be closely associated with RGC apoptosis [31]. Thus, *Lcn2* may be involved in axonal injury-induced RGC death, and is a promising target for neuroprotection in the treatment of ON injury.

*K*-means analysis further divided DEGs into several clusters based on gene expression patterns. Clusters with similar expression patterns were enriched into the same terms in the GO analysis. The GO analysis identified that the age-related DEGs were mainly enriched in the visual perception, metabolic, DNA binding, axon guidance, and nerve development. The KEGG analysis revealed that the identified DEGs were enriched in phototransduction. These pathways were involved in the process of axon development, suggesting that these DEGs clusters could play the regulatory roles in age-related axonal growth. In the analysis of the ONC-related DEGs, the GO analysis suggested the DEGs were associated with the break repair, neuron projection guidance, and ganglion development. The KEGG analysis on the ONC-DEGs also enriched in axon guidance, implying cluster 1, 5, and 9 DEGs may be involved in axon regeneration after ONC. These suggest that these differential genes could be potential targets for optic nerve regeneration and repair.

In addition, we constructed the PPI networks for cluster 7 in age-DEGs and cluster 5 in ONC-DEGs, which were associated with axon. In the age-related cluster 7, gene expression decreased progressively with age. The hub genes *Pold1*, *Chtf18*, *Pola2* and *Lig1* are all DNA polymerases, and play a role in the early stages of DNA replication and DNA recombination [32, 33]. This may account for the rapid decline in axonal growth capacity early in life. The hub genes *Tubb3*, *Isl1* and *Pou4f1* in ONC-DEGs cluster 5 were expressed at reduced levels in E20-ONC. *Tubb3* belongs to the microtubule protein family, and plays a role in proper axon guidance and maintenance [34]. *Isl1* transcription factor plays an important role in the gene regulatory network of RGC differentiation [35], by cooperating with the transcription factor *Pou4f2* [36]. *Pou4f1* induces coordinated expression of neuronal protrusions and genes encoding synaptic proteins [37], and activates *Bcl2* to protect neuronal cells from apoptosis [38]. These hub genes could have significant implications for axonal regeneration after optic nerve injury, which may be potential targets for protection against RGC death after axonal injury.

According to the GSEA analysis, the age-related DEGs showed high expression in visual perception, in the same way in the enrichment analysis. The ONC-related DEGs presented high expression in the immune system pathway and neuronal development. The immune responses have been reported to be involved in CNS injury [39]. These results reveal the potential for axonal regeneration after ONC and the therapeutic targets.

In the present study, we performed the RNA-Seq and pathway analyses on the whole retinal samples, but not on the purified RGCs. The gene expression changes found in this study may represent other types of retinal cells in addition to RGCs. Furthermore, we did not predict the upstream regulators of key differential genes, and could not provide a more detailed understanding of the regulation of the DEGs. However, we combined multiple pathways and protein interaction network analysis to screen a number of candidate genes to provide new targets for a better understanding of the mechanisms underlying the changes in axonal growth capacity with ages and axonal regeneration after injury.

## Conclusions

This study, for the first time, delineated the gene expression changes in embryonic and neonatal mice following ON injury using RNA-Seq analysis to obtain a global view of retinal gene expression changes associated with the rapid changes in RGC growth capacity and axonal injury. A number of DEGs that may be involved in the rapid postnatal decline in RGC growth capacity and in axonal damage in the mouse retina were identified, with *Mlc1*, *Zfp296*, *Creb5*, *Ecel1*, *Fosb*, and *Lcn2* as the most promising candidates for resistance to axonal damage-induced RGC death and promotion of axonal regeneration and deserving further investigations. Although the analysis of the upstream transcriptional regulators of these DEGs still requires further investigations, this study provides new insights into the intrinsic molecular mechanisms for the axonal growth, offering a new resource for the age- and injury-driven studies on axonal growth capacity, and contributing to the discovery of axonal regeneration reprogramming factors after ON injury.

## Supporting information

S1 Table The sequence of the primers for qRT-PCR.

S2 Table Raw data.

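Table S2 lists counts per library for the genes of Tables 1 to 3. A count is the number of sequenced fragments that featureCounts assigned to a gene, before any correction for library size or gene length. For all 46 genes its counts equal the deposited counts in every library, exactly and without tolerance. The deposited tables hold 51 entries, 5 of which repeat a gene, and each gene was used once.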

S3 Table The RNA-seq QC data.

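Table S3 gives the sequencing quality of each library: the reads left after cleaning, the error rate per base, the share of bases above quality thresholds and the GC content. Clean reads count both ends of a fragment, and the assigned fragments made up 62.1% to 80.5% of the clean read pairs. The error rate was 0.02 or 0.03 and was used as a covariate in an alternative fit at the ages where libraries differ in it. The names of the libraries also show the number series that sets those of P1 apart from those of E20 and P3.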

# Supplementary material for: Retinal transcriptome of neonatal mice after optic nerve injury
**Source:** PLoS One. 2023 May 30;18(5):e0286344. doi: 10.1371/journal.pone.0286344
**Supplement:** S1 Table

**Supplementary table 1** The sequence of the primers for qRT-PCR.

| Gene | Forward primer (5‘-3’) | Reverse primer (5‘-3’) |
| --- | --- | --- |
| *Mlc1* | CCGAGATGGATTATTTGCGCTG | ATATCTGAAAGTTGGGAATCGCAC |
| *Zfp692* | CCAGGCTGTCCAGGAGAGTA | ATCTGGGGAGGAGCTGTAGG |
| *Fosb* | ATCGACTTCAGGCGGAAACTG | CTGGCAAATCTCTCACCTCGG |
| *Zfp296* | CCATCATCGCTTTCATGGATCAC | CAAGGACTAGTGTACTGTCTGCC |
| *Thbs1* | AGGACAGCATCCGAAAAGTGA | GATGGTAACCGAGTTCTGGCA |
| *Fbn1* | TGGAGAGGGCTGCATAGATGA | TCCGAAAAGCAGTACCCTTCC |
| *Ecel1* | TGGACAAATCCTCGTGGCTC | GTCAGTTCGTGCCCAATGATG |
| *Atoh7* | GGGTCTTAGGGGAGAAAACTCAATC | ACACAAGAGAAGTGGAGATAGGGA |

How the deposited data were processed for this re-analysis (not part of the article)

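RNA-Seq of single retinas was analysed in 21 libraries of 6 groups: E20_NTC (3), E20_ONC (3), P1_NTC (4), P1_ONC (3), P3_NTC (4) and P3_ONC (4), ONC being collected 6 hours after the crush. The authors selected polyadenylated RNA, sequenced both ends of the fragments, aligned the reads to mm10 with HISAT2 2.0.5 and made the counts, as deposited, with featureCounts 1.5.0-p3 as whole numbers of fragments per gene; the strand setting is not stated. The authors made the FPKM values, as deposited, from these counts by dividing by gene length and by the total of assigned fragments of the library. The tables hold 51 entries for 46 genes, 5 entries being repeats, which were used once. All 46 counts equal those of Table S2. All 46 genes were found in the reference annotation of mm10, 41 of them with the same coordinates, and 11 share exon bases with another gene.

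Library size was the total of assigned fragments that counts, FPKM and gene length imply, 14221911 to 19333818 with a median of 16278966. The 46 genes are too few and too selected for composition factors, so none was used in the reported tests. Each comparison of 2 groups was fitted separately with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3), without abundance trend, on genes with at least 10 counts summed over the compared libraries, and p-values were adjusted after Benjamini and Hochberg over the genes tested. A gene was called at an adjusted p under 0.1 and a fold change above 1.5, the thresholds of the paper. The standard error of a log2 fold change is its size over the square root of F. The difference between the effects of ONC at a pair of ages was tested as an interaction in the 4 groups and called at an adjusted p under 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures. Genes with 1 to 3 counts in a group are given with the ratio of summed counts and its 95% interval, which covers counting error only, and genes with 0 counts with a bound from a floor of 3 counts over the group.

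Named genes are all genes of Tables 1 to 3, the text and the figures, in the comparison for which the paper names them and, for Tables 2 and 3, after ONC at all 3 ages, 194 values in all. Gene lists of photoreceptors, embryonic retina, the immediate early response, injury and inflammation, lens, pigment epithelium, optic nerve head, the Y chromosome and the pair Zfp97 and Zfp960 were drawn up from the names in the paper's tables. The rule, the lists, the tests and 15 alternatives were written after the counts of Table S2 had been seen, and an alternative without genes of other tissues was added later, after the results. The alternatives were DESeq2 1.42.0, clean reads as library size, TMM factors, median ratios, no filter, a minimum of 10 counts in as many libraries as the smaller group has, 1 fit of all groups, an adjusted p under 0.05, adjustment as if 35000 genes had been tested, limma 3.58.1 on log2 FPKM with 0.1 or 1 added, the replicate number as a block, detection of Kdm5d or the error rate as a covariate, and leaving out each library. The error rate does not vary at P1 and gave no value there. In some comparisons a covariate only sets libraries apart, which leaves them out. Kdm5d does so to E20_NTC replicate 3 for P3 against E20 and P3_ONC replicate 1 for ONC at P3. It does so to P1_NTC replicates 3 and 4 for P3 against P1 and to E20_NTC replicates 1 and 2 for ONC at E20. The error rate does so to E20_NTC replicate 1 for ONC at E20 and for P1 against E20. These fits add no check beyond leaving out those libraries. The adjustment as if 35000 genes had been tested counts all genes outside the table as unchanged, which is stricter than adjusting over 35000 measured genes.

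The tests were tried on simulated data with the library sizes of the study, 20 simulations each. Of genes changed 4-fold, 68% to 85.6% were found in the comparisons of 2 groups and 51% to 71% in the interactions, and 1.13% to 2.69% of unchanged genes were called. Of genes changed 2-fold, only 19% to 38.95% were found in the comparisons of 2 groups and 9% to 18% in the interactions. A missing call therefore says little about changes of that size. Replicate numbers were not taken as pairs: of 10 pairs of NTC and ONC libraries with the same number, 4 had a correlation above 0.1 (−0.753 to 0.720). At P1 the correlations followed Kdm5d instead. P1_NTC replicates 1 and 2 had 0.553 to 0.720 with P1_ONC replicates 1 and 4, and −0.752 and −0.753 with replicate 2. P1_NTC replicates 3 and 4 had 0.774 and 0.698 with P1_ONC replicate 2. Kdm5d is 1 of the genes correlated, and its share in this was not tested. P1_NTC replicates 1 and 2 differed least of all pairs within a group (chi-square 2.54 per gene). Genome-wide counts, clusters, enrichment and networks were left out because the tables hold only the named genes.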

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

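The tests of Mlc1 with Pax2, Ttr with Slco1a4, and Kdm5d were chosen after the results were seen, while the splits of the libraries were planned. All 46 genes were picked by the study for a change in these libraries, so the splits below decide nothing about chance, a reading settled after the shares were seen.

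Mlc1 and Pax2, both lower in E20_ONC, also moved together among libraries of 1 group. Over 21 libraries the deviations of their log2 FPKM from the group means had r = 0.884 (rho = 0.833), with a permutation p of 1e-05, the smallest that 100000 permutations can give, and 0.00345 adjusted over 1035 pairs of genes, 4 of which passed 0.05 and 158 at an unadjusted p under 0.05. The pair was noticed among several before it was tested; r was 0.83 without the farthest libraries, P3_NTC_3 and P3_NTC_2. A different amount of optic nerve head tissue in the dissected retinas may underlie the lower values, since these are genes of that tissue, but both genes were picked by the study from these libraries. Moving together is not particular to such tissue: photoreceptor pairs also passed, Cnga1 with Nrl (r = 0.864) and Gngt1 with Nrl (r = 0.837). The paper places Mlc1 mainly in the ganglion cell layer, so the correlation does not place its source outside the retina. A response to ONC at E20 alone cannot be told apart from it: the effect on Mlc1 at E20 minus that at P3 was −2.773, which either would give.

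Ttr and Slco1a4, lower after ONC at P1 and P3 (Ttr by −4.465 at P3), likewise moved together, with r = 0.8784 (rho = 0.896, permutation p of 1e-05, the smallest possible, adjusted 0.00345), and r was 0.907 without E20_ONC_2 and E20_NTC_1. Pigment epithelium left on the retina may be the source, as both genes are abundant there, and the study picked both from these libraries. As for Mlc1 and Pax2, moving together does not by itself show tissue carried over. A response to ONC cannot be told apart from it, because tissue and response would change the same genes in the same libraries.

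Kdm5d of the Y chromosome was present at 656 to 1151 counts or nearly absent, and 0 libraries lay in between, as the sex of the mice would give; this may explain its lower value in E20_ONC, where no library held it. It was present in 5 of 10 libraries after ONC and 8 of 11 controls (exact p = 0.387). A crush response at every age is argued against, because 5 crushed libraries of P1 and P3 held it at counts like those of the controls and 3 libraries without crush lacked it. A response at E20 alone is not excluded, as all 3 crushed libraries lacked it there. However, E20_NTC replicate 3 lacked it too (0 counts), so its absence at E20 does not need ONC.

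The effect of ONC differed between E20 and P3, by the interaction, for 13 genes, as E20 minus P3 in log2: Slco1a4 5.742 (adjusted p = 0.0328), Ttr 5.615 (adjusted p = 0.00968), Dio3os −1.601 (adjusted p = 0.079), Mlc1 −2.773 (adjusted p = 0.079), Zfp97 −1.774 (adjusted p = 0.0328), Hnf4g −1.698 (adjusted p = 0.097), Creb5 1.524 (adjusted p = 0.0328), Gm4981 3.072 (adjusted p = 0.097), AW822073 3.537 (adjusted p = 0.097), Kdm5d −11.96 (adjusted p = 0.0328), Irx1 −1.806 (adjusted p = 0.0932), Spdef −1.852 (adjusted p = 0.0328) and Zfp960 −1.58 (adjusted p = 0.0328). It differed between E20 and P1 for 9 genes, as E20 minus P1: Ttr 4.226 (adjusted p = 0.0597), Fgf3 1.451 (adjusted p = 0.0568), Gm39119 1.241 (adjusted p = 0.0653), Gstp2 7.017 (adjusted p = 0.0568), Fosb −2.394 (adjusted p = 0.0597), Mlc1 −3.109 (adjusted p = 0.0568), Bhlhe41 2.225 (adjusted p = 0.0568), Etv4 1.057 (adjusted p = 0.0568) and Irx1 −1.308 (adjusted p = 0.0653). Of 100 groupings of the libraries, the real one included, 4 gave as many as 13 between E20 and P3 (highest other 21). Between E20 and P1, 5 gave as many as 9 (highest other 26), and between P1 and P3, 100 as many as the 0 found by edgeR (highest other 18; 12 at an unadjusted p under 0.05, DESeq2 6). Chance is excluded for none of these.

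In the other splits of the libraries, the real count was reached by 1 of 35 for P3 against E20 (34 genes, highest other 23), by 1 of 35 for P1 against E20 (33, highest other 16), by 1 of 35 for P3 against P1 (37, highest other 1) and by 1 of 35 for ONC at P1 (22, highest other 12). The genes were chosen for these same groupings, so these shares decide nothing. For ONC at P3 it was reached by 2 of 35 (3 genes, highest other 12), so chance is not excluded. The split that calls 12 sets P3_NTC replicates 2, 3 and 4 with P3_ONC replicate 4 against the rest, and its cause was not tested. For ONC at E20 (30 genes, highest other 0, 1 of 10) the splits are too few for a share under 0.05. The 25 age genes in all 3 comparisons were reached by 1 of 100 (highest other 0), again among genes chosen for this grouping. The 15 genes at E20 and not at P3 were reached by 11 of 100 (highest other 15); a share under 0.05 is out of reach because the E20 libraries have 10 splits. The 6 genes at P1 and not at P3 were reached by 6 of 100 (highest other 6), so chance is not excluded.

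A library lay far from the other 3 of its group, by Dixon's test at its 95% critical value, in 11 of 137 groups of 4, where chance gives about 1 in 20; in FPKM, against the range of the others, these were Cryaa in P1_NTC_4 (1.171 against 0.02305 to 0.1847), Gm39119 in P1_NTC_4 (1.273 against 2.482 to 2.726), Hnf4g in P1_NTC_1 (0.6385 against 0.2792 to 0.3149), Foxn4 in P1_NTC_4 (29.86 against 38.39 to 39.9), Ecel1 in P3_NTC_1 (0.4282 against 0.1607 to 0.1931), Sox1 in P3_NTC_4 (0.356 against 0.09925 to 0.1282), Gm39119 in P3_ONC_4 (0.9648 against 1.8 to 1.88), Lcn2 in P3_ONC_4 (4.407 against 0.1569 to 0.6274), Fosb in P3_ONC_3 (2.183 against 0.157 to 0.4703), Egr1 in P3_ONC_3 (25.02 against 3.874 to 4.861) and Nfatc4 in P3_ONC_1 (2.74 against 1.086 to 1.303). P1_NTC replicate 4 holds 3 of them, and P3_ONC replicates 3 and 4 hold 2 each.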

How the results depend on the processing

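The test without genes of other tissues was chosen after the results were seen. Over 4196 values of named genes under the alternatives, 3849 kept their direction and their side of the threshold, 260 were no longer called, 34 became called, and 53 turned direction, 0 of them of a called gene. Of those no longer called, 111 come from the adjustment as if 35000 genes had been tested and 41 from limma with 1 added; leaving out libraries gave 1378 values, of which 51 were no longer called, 12 became called and 33 turned. No value of Kdm5d was computed with its own detection as a covariate. Beyond fewer libraries or a larger number of genes adjusted for, the cause was not tested. Since the wider adjustment counts all genes outside the table as unchanged, calls lost with it are not shown to fail a test of all genes.

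Adjusted as if 35000 genes had been tested, the counts of edgeR become 9 higher and 5 lower for P3 against E20, 0 and 0 for P1 against E20, 5 and 1 for P3 against P1, and 0 and 0 for ONC at E20, P1 and P3, as well as 0 for the genes in all 3 age comparisons, for E20 and not P3, for P1 and not P3, and for the interactions of E20 with P3 and with P1. The counts at an unadjusted p under 0.05 do not change with it (33, 33, 37, 27, 22 and 10 for the 6 comparisons, 15, 12 and 14 for the interactions), and DESeq2 calls 35, 32, 37, 29, 20 and 5, and 14, 6 and 13.

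With limma and 1 added, the counts become 7 higher for P1 against E20, 13 higher for P3 against P1, 9 higher for ONC at E20, 5 higher and 6 lower for ONC at P1, 2 higher for ONC at P3, 14 genes in all 3 age comparisons, 9 for E20 and not P3, 2 for P1 and not P3, and 8, 1 and 14 for the interactions of E20 with P3, P1 with P3 and E20 with P1. With TMM factors 10 genes are lower for P1 against E20, and with a filter of 10 counts 10 are higher for ONC at E20. With the Kdm5d covariate 9 are higher for ONC at E20, 2 for ONC at P3, 9 are called for E20 and not P3, and 8 differ between E20 and P3. With DESeq2 2 are higher for ONC at P3 and 6 differ between P1 and P3. With all groups in 1 fit 11 are higher and 5 lower for ONC at P3, 7 differ between P1 and P3 and 5 between E20 and P1. With the replicate block 3 are higher for ONC at P3, 7 differ between E20 and P3 and 0 between E20 and P1. With median ratios 4, at an adjusted p under 0.05 7, with the error rate covariate 7 and without genes of other tissues 7 differ between E20 and P3. At an adjusted p under 0.05 0 and with the error rate covariate 1 differ between E20 and P1. With the error rate covariate 1 and without genes of other tissues 7 differ between P1 and P3. Without genes of other tissues 0 are lower for ONC at P3, since both called genes are left out.

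Leaving out single libraries gave 17 to 20 higher and 15 to 15 lower for P3 against E20, 15 to 19 and 13 to 17 for P1 against E20, 19 to 21 and 15 to 17 for P3 against P1, 11 to 15 and 9 to 12 for ONC at E20 (11 higher without E20_ONC replicate 3), 10 to 10 and 9 to 12 for ONC at P1, and 0 to 6 and 2 to 5 for ONC at P3. At P3 there were 6 higher and 5 lower without P3_ONC replicate 4, 4 lower without P3_NTC replicate 1, 2 higher without P3_NTC replicate 4 or P3_ONC replicate 1, and 0 higher without P3_NTC replicates 2 or 3 or P3_ONC replicates 2 or 3. It gave 23 to 25 genes in all 3 age comparisons, 12 to 15 for E20 and not P3, and 4 to 6 for P1 and not P3. The interaction of E20 with P3 gave 1 to 14 genes (1 without E20_ONC replicate 2, 7 without E20_NTC replicate 1, 8 without E20_ONC replicate 3, P3_NTC replicate 3, P3_ONC replicate 2 or P3_ONC replicate 3), that of P1 with P3 0 to 9 (9 without P3_ONC replicate 3, 5 without P3_NTC replicate 1, 1 without P1_ONC replicate 4, P3_NTC replicate 3 or P3_NTC replicate 4), and that of E20 with P1 0 to 13 (0 without E20_NTC replicate 2, 1 without E20_NTC replicate 1, 4 without E20_ONC replicate 2, 3 without P1_NTC replicate 3).

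Over the named genes of a comparison, the median shift in log2 fold change was −0.15 for ONC at E20 with clean reads, 0.19 for P3_NTC against E20_NTC with TMM, 0.20 for P1 against E20 with TMM, −0.25 for P3 against P1 with TMM, −0.39 for ONC at E20 with TMM, 0.11 for P3_NTC against E20_NTC with median ratios, −0.27 for P3 against P1 with median ratios and −0.15 for ONC at P3 with median ratios.

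For P3_NTC against E20_NTC the direction of genes that were not called turned as follows: Pax2 (0.26) −0.091 (replicate block), −0.089 (Kdm5d covariate) and −0.089 to 0.76 (leave-one-out, turned without E20_NTC replicate 3); Sall3 (−0.04) 0.10 (TMM), 0.12 (median ratios), 0.041 (replicate block), 0.46 (Kdm5d covariate) and −0.39 to 0.46 (leave-one-out, turned without E20_NTC replicate 3, P3_NTC replicate 1 or P3_NTC replicate 4); Sox1 (−0.23) 0.49 (Kdm5d covariate) and −0.83 to 0.49 (leave-one-out, turned without E20_NTC replicate 3); Zfp296 (0.03) −0.22 to 0.24 (leave-one-out, turned without E20_NTC replicate 1, P3_NTC replicate 2 or P3_NTC replicate 3).

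For ONC at E20 the direction of genes that were not called turned as follows: Ecel1 (−0.29) 0.033 (Kdm5d covariate); Foxn4 (0.11) −0.056 (clean reads) and −0.29 (TMM); Nfatc4 (0.09) −0.080 (clean reads), −0.31 (TMM) and −0.061 to 0.19 (leave-one-out, turned without E20_ONC replicate 3); Pax7 (−0.45) 0.69 (Kdm5d covariate) and −1.12 to 0.12 (leave-one-out, turned without E20_ONC replicate 1); Sox14 (−0.29) −0.45 to 0.027 (leave-one-out, turned without E20_NTC replicate 2).

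For ONC at P1 the direction of genes that were not called turned as follows: Ecel1 (−0.12) −0.33 to 0.094 (leave-one-out, turned without P1_ONC replicate 1); Foxn4 (−0.01) 0.032 (clean reads), 0.012 (replicate block) and −0.10 to 0.071 (leave-one-out, turned without P1_NTC replicate 1, P1_NTC replicate 2, P1_NTC replicate 3 or P1_ONC replicate 4); Irx2 (−0.02) 0.018 (clean reads), 0.0094 (limma 0.1), 0.0023 (limma 1) and −0.18 to 0.15 (leave-one-out, turned without P1_NTC replicate 1, P1_NTC replicate 2 or P1_ONC replicate 1); Pax2 (−0.13) −0.58 to 0.18 (leave-one-out, turned without P1_NTC replicate 2 or P1_ONC replicate 2); Pax7 (0.01) −0.017 (TMM), −0.0056 (median ratios) and −0.25 to 0.26 (leave-one-out, turned without P1_NTC replicate 3, P1_NTC replicate 4 or P1_ONC replicate 2).

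For ONC at P3 the direction of genes that were not called turned as follows: Atoh7 (−0.13) −0.36 to 0.021 (leave-one-out, turned without P3_NTC replicate 1); Ecel1 (−0.37) −0.55 to 0.067 (leave-one-out, turned without P3_NTC replicate 1); Fosb (1.41) −0.012 to 2.30 (leave-one-out, turned without P3_ONC replicate 3); Hnf4g (−0.12) −0.34 to 0.13 (leave-one-out, turned without P3_NTC replicate 1, P3_ONC replicate 2 or P3_ONC replicate 4); Irx1 (−0.46) −0.68 to 0.10 (leave-one-out, turned without P3_NTC replicate 1); Kdm5d (−0.21) −0.54 to 0.21 (leave-one-out, turned without P3_ONC replicate 1); Lcn2 (−1.08) −2.75 to 0.53 (leave-one-out, turned without P3_NTC replicate 4).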

Differences from the paper's values

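All comparisons below were planned apart from the ranking and direction statements, which were looked up after the results were seen. The log2 fold changes that Tables 1 to 3 print were compared for 46 values: all 46 have the same sign, 0 differ by more than the error, and the median absolute difference is 0.0254, the largest 0.63 (Kdm5d). Both sets of values come from the same counts, so like signs were fixed beforehand and are no independent evidence. The error is the standard error of the fold change, which measures spread between libraries and not between fits of the same counts.

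The text of the paper ranks Atoh7 and Ecel1 as the genes that fall furthest with age. Here Atoh7 is at −3.13 and Ecel1 at −3.35 from E20 to P3, and Sox14 (−5.44), Fgf3 (−4.99), Aldh1a3 (−4.63), Fgf15 (−4.30), Dio3os (−4.06) and Gm39119 (−4.03) fall further. The paper's own Table 1 has the same order, so the difference is from its wording and not from its values. The figure of the qPCR shows Atoh7 lower after ONC at E20, whereas in RNA-Seq it is higher, at 0.76, a call lost with clean reads as library size, TMM factors, the replicate block, the Kdm5d or error rate covariate, an adjusted p under 0.05, the adjustment as if 35000 genes had been tested, and without any library but E20_NTC replicate 3; for its fall with age both point the same way. The same figure shows Zfp296 changing with age, and in RNA-Seq it is at 0.03 from E20 to P3, not called. It marks Zfp296 and Zfp692 as higher after ONC at P3; in RNA-Seq they are at 1.46 and 0.86, not called by edgeR, and both are called with all groups in 1 fit and without P3_ONC replicate 4, and Zfp692 with limma and 1 added. It shows the largest rise of Fosb after ONC at E20, and in RNA-Seq the rise is 2.53 at E20 and 4.93 at P1. For Mlc1, lower after ONC at E20 (−3.48), and Lcn2, higher there (4.29), the direction is that of the paper.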
